# Differential integrated stress response and asparagine production drive symbiosis and therapy resistance of pancreatic adenocarcinoma cells

**DOI:** 10.1038/s43018-022-00463-1

**Published:** 2022-11-21

**Authors:** Christopher J. Halbrook, Galloway Thurston, Seth Boyer, Cecily Anaraki, Jennifer A. Jiménez, Amy McCarthy, Nina G. Steele, Samuel A. Kerk, Hanna S. Hong, Lin Lin, Fiona V. Law, Catherine Felton, Lorenzo Scipioni, Peter Sajjakulnukit, Anthony Andren, Alica K. Beutel, Rima Singh, Barbara S. Nelson, Fran Van Den Bergh, Abigail S. Krall, Peter J. Mullen, Li Zhang, Sandeep Batra, Jennifer P. Morton, Ben Z. Stanger, Heather R. Christofk, Michelle A. Digman, Daniel A. Beard, Andrea Viale, Ji Zhang, Howard C. Crawford, Marina Pasca di Magliano, Claus Jorgensen, Costas A. Lyssiotis

**Keywords:** Tumour heterogeneity, Cancer metabolism, Pancreatic cancer, Cancer

## Abstract

The pancreatic tumor microenvironment drives deregulated nutrient availability. Accordingly, pancreatic cancer cells require metabolic adaptations to survive and proliferate. Pancreatic cancer subtypes have been characterized by transcriptional and functional differences, with subtypes reported to exist within the same tumor. However, it remains unclear if this diversity extends to metabolic programming. Here, using metabolomic profiling and functional interrogation of metabolic dependencies, we identify two distinct metabolic subclasses among neoplastic populations within individual human and mouse tumors. Furthermore, these populations are poised for metabolic cross-talk, and in examining this, we find an unexpected role for asparagine supporting proliferation during limited respiration. Constitutive GCN2 activation permits ATF4 signaling in one subtype, driving excess asparagine production. Asparagine release provides resistance during impaired respiration, enabling symbiosis. Functionally, availability of exogenous asparagine during limited respiration indirectly supports maintenance of aspartate pools, a rate-limiting biosynthetic precursor. Conversely, depletion of extracellular asparagine with PEG–asparaginase sensitizes tumors to mitochondrial targeting with phenformin.

## Abstract (web summary)

Halbrook et al. report two metabolic subgroups of pancreatic ductal adenocarcinoma cells defined by differential integrated stress response and asparagine production that permit symbiosis and phenformin resistance.

## Main

Pancreatic ductal adenocarcinoma (PDA) remains one of the deadliest major cancers, contrasting a relatively low incidence rate^1^. The primary reasons for this are related to the difficulty with early detection and a lack of effective therapeutic options. A principal barrier to treatment of pancreatic cancer is the densely fibrotic tumor microenvironment, the high interstitial pressure of which acts to collapse blood vessels and impair the delivery of chemotherapy^2^. This lack of functional vasculature leads to deregulated nutrient availability within the tumor^3^, causing cancer cells to develop numerous metabolic adaptations to allow for proliferation under hypoxic and austere conditions^4^.

Most PDAs express mutant *KRAS*^5^, so early efforts to understand metabolism in pancreatic cancer focused on the cell-intrinsic metabolic rewiring downstream of KRAS signaling. Modulating oncogenic *KRAS* expression in pancreatic cancer cells demonstrated distinct rewiring of central carbon metabolism to shift glycolytic intermediates into bioenergetic pathways and a preferential use of glutamine for tricarboxylic acid (TCA) cycle metabolism^6,7^. In addition, metabolic profiling of a panel of PDA cell lines revealed heterogeneity among preferred bioenergetic pathways and sensitivity to metabolic inhibitors^8^. However, the malignant cancer cells themselves reside within a tumor microenvironment that is a complex ecosystem^9^, with diverse populations of fibroblasts and immune cells functioning to create a niche supporting cancer cell survival and tumor growth^10^.

Accordingly, this allows for many and varied cooperative intratumoral cross-talk interactions^9,10^. These include the direct metabolic support of cancer cells from adjacent stromal and immune cells. For example, PDA cells have been shown to use fibroblast-derived alanine and lysophosphatidylcholines to serve as alternate carbon and lipid fuel sources^11,12^, respectively. These metabolic support mechanisms can also directly contribute to PDA therapeutic resistance. Tumor-associated macrophages and fibroblasts have been found to release pyrimidines, including deoxycytidine, providing chemoresistance through molecular competition of antimetabolite gemcitabine commonly used in PDA treatment^13,14^. PDA-derived metabolites also function as part of the molecular signaling used to polarize tumor-associated macrophages through lactate secretion^15^, further demonstrating the reciprocal nature of the metabolic symbiosis in the pancreatic tumor microenvironment.

Recently it has become apparent that even the previous recognition of heterogeneity of the pancreatic tumor microenvironment has been underappreciated. Numerous fibroblast populations have been described with distinct functions, including structural support and immune modulation and potential roles in antigen presentation^16–18^. Further, several studies have also demonstrated spatial heterogeneity in pancreatic tumors, with distinct immune and stromal behaviors present in different regions of individual tumors^19,20^.

Further, the malignant populations within individual tumors are not homogenous^21–23^. In fact, different clonally isolated populations of PDA have been shown to engage lineage-specific behavior, such as the ability to coordinate a strongly immunosuppressive tumor microenvironment^24^. Accordingly, we postulated that epithelial heterogeneity might also result in differential metabolic programming across different cancer cell populations within individual tumors. Furthermore, given the diversity of the neoplastic cell populations found in pancreatic tumors, we postulated that clonal differences among cancer cells within the same tumor might also extend to metabolic behaviors capable of symbiotic support^25^.

## Results

### Characterization stratifies two metabolic classes of PDA

To identify clonal differences in metabolism, we profiled a series of clonal cell lines derived from a single *Kras*^+/G12D^; *Trp53*^+/R172H^; *Pdx1*-Cre (KPC) mouse tumor (Fig. 1a and Supplemental Table 1) by liquid chromatography–tandem mass spectrometry (LC–MS/MS)-based metabolomics. The LSL-*Kras*^G12D^ allele was recombined in all the clones, demonstrating that they were derived from epithelial lineages (Extended Data Fig. 1a). Through unbiased clustering of the metabolomics analysis, we observed that the clones clearly separated into two distinct groups based on their steady-state metabolite pools (Fig. 1b). Pathway enrichment analysis demonstrated that these differences extended across several pathways, with glycolysis and Warburg metabolism topping the list (Extended Data Fig. 1b). Indeed, we found that clones V, E and H (hereafter termed group 1) demonstrated increased levels of glycolytic metabolites (Extended Data Fig. 1c) compared to clones K, M, N and T (termed group 2).

**Fig. 1:**
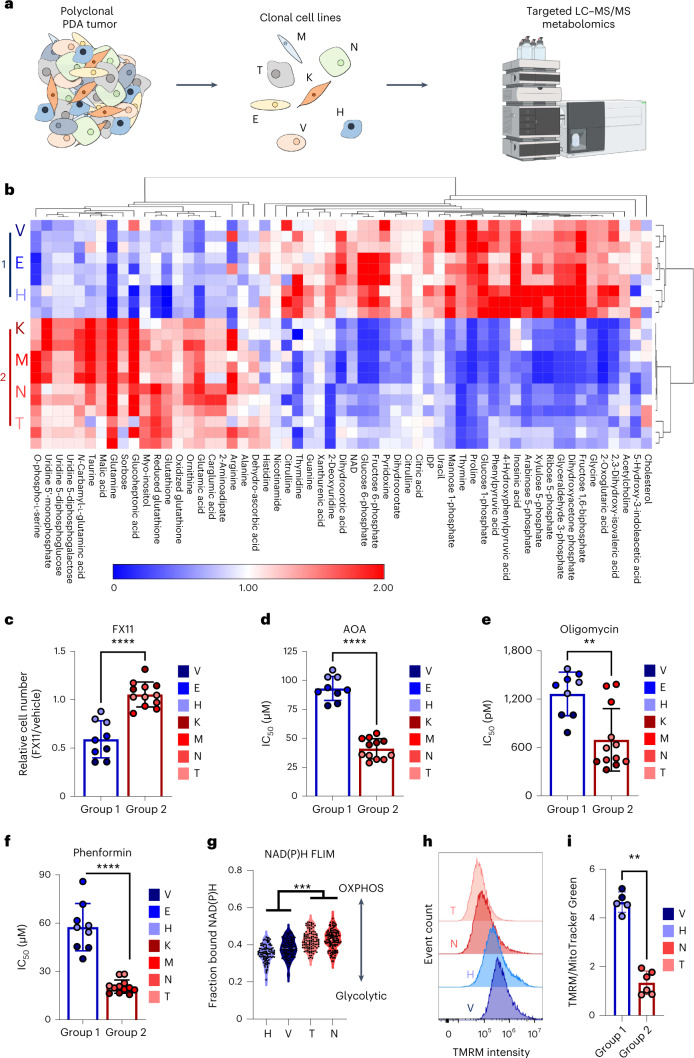
Metabolic characterization reveals two distinct cellular populations from PDA tumors. **a**, A polyclonal cell line established from a mouse pancreatic tumor was subcloned into seven clonal lines and subjected to LC–MS/MS metabolomics analysis. **b**, Heat map representation of significantly different intracellular metabolites pooled from a positive and negative ionization mode analysis among the clonal cell lines grown under the same media conditions; fold change of ±2; *P* = 0.01 between group 1 clones (E, V and H) and group 2 clones (K, M, N and T). Rows are clonal cell lines in triplicate, and columns represent metabolites (*n* = 3 biological replicates per cell line). **c**–**f**, Sensitivity of clonal cell lines to 33 µM FX11 (**c**) and IC_50_ values for aminooxyacetic acid (AOA) (**d**), oligomycin (**e**) and phenformin (**f**); *n* = 3 biological replicates per cell line. **g**, Group 1 clones (H and V) and group 2 clones (N and T) were subjected to NAD(P)H FLIM. Data are presented as a ratio of free to protein-bound NAD(P)H; *n* = 104 clone H cells, *n* = 108 clone V cells, *n* = 136 clone N cells and *n* = 105 clone T cells; OXPHOS, oxidative phosphorylation. **h**, Histograms of the indicated clones stained with TMRM and analyzed via flow cytometry. **i**, Ratio of TMRM to MitoTracker Green staining of the indicated clonal lines (*n* = 2 biological replicates for clone V and *n* = 3 biological replicates for clones H, N and T). Error bars represent mean ± s.d.; **P ≤ 0.01, ***P ≤ 0.001 and ****P ≤ 0.0001 by two-tailed Mann–Whitney test (**c**–**f** and **i**) or one-way ANOVA with a Tukey post hoc test; *P* < 0.0001 (**c**); *P* < 0.0001 (**d**); *P* = 0.0018 (**e**); *P* < 0.0001 (**f**); H versus T *P* < 0.0001, H versus N *P* < 0.0001, V versus T *P* < 0.0001 and V versus N *P* = 0.0003 (**g**); *P* = 0.0043 (**i**). Source data

We also found enrichment of glycolytic intermediates correlated with enhanced lactate production in the conditioned medium of group 1 clones (Extended Data Fig. 1d). By contrast, we observed that group 2 clones had elevated pools of glutamine and glutamate relative to group 1 clones (Extended Data Fig. 1e). This observation was intriguing, as we have previously found that PDA cells in vitro use glutamine-derived carbon to fuel TCA cycle metabolism^6,7^. Given the differences in the glycolytic versus putative mitochondrial metabolites, we speculated that the clonal populations might exhibit differential dependency on these pathways.

Accordingly, we next investigated if the differences in baseline metabolism correlated with metabolic vulnerabilities between these groups. Indeed, we observed a difference in sensitivity to inhibition of glycolysis in group 1 clones following treatment with the lactate dehydrogenase inhibitor FX11 (Fig. 1c), and group 2 clones were more sensitive to transaminase inhibition (Fig. 1d and Extended Data Fig. 1f). Accordingly, as we hypothesized that glutamine was used to fuel mitochondrial metabolism, we tested if this differential sensitivity would extend to direct inhibition of mitochondrial respiration. Indeed, we observed that group 2 clones were more sensitive to inhibition of mitochondrial respiration through treatment with either the ATP synthase inhibitor oligomycin or the complex I inhibitor phenformin (Fig. 1e,f and Extended Data Fig. 1g,h).

To examine the bioenergetic state of the clonal cell lines under normal growth conditions, we used a phasor fluorescence lifetime imaging (FLIM) assay of NADH. The fluorescence lifetime of NADH is longer when bound to enzymes involved in mitochondrial metabolism (~3.4 ns) in contrast to free cytoplasmic NAPH (~0.4 ns)^26^, and the ratio of these values correlates to glycolytic versus mitochondrial metabolism in cells. As predicted, we found that a set of group 1 clones have less protein-bound NADH, indicative of a more glycolytic phenotype, while a set of group 2 clones have higher levels of protein-bound NADH, demonstrating a preference for mitochondrial metabolism (Fig. 1g). Consistently, we observed a modest, but statistically significantly, increase in citrate synthase activity (a readout of mitochondrial metabolism) in group 2 clones compared to group 1 clones (Extended Data Fig. 2a). Unexpectedly, we did observe an increased metabolic phenotype in the group 1 clones as measured by a Seahorse instrument (Extended Data Fig. 2b,c), as the higher trend in extracellular acidification rate in the group 1 clones was accompanied by an increased oxygen consumption rate (Extended Data Fig. 2d,e). We also observed an increase in the spare respiratory capacity in the group 1 clones compared to in the group 2 clones (Extended Data Fig. 2f), potentially suggesting that the group 1 clones are more bioenergetic in general.

To better understand this increase in spare respiratory capacity, we measured mitochondrial potential across a representative set of clones. Both tetramethylrhodamine methyl ester perchlorate (TMRM) and MitoTracker Red staining revealed that group 1 clones have higher mitochondrial potential (Fig. 1h and Extended Data Fig. 2g,h). Importantly, the higher intensity of TMRM staining in group 1 clones was maintained when normalized for total mitochondrial mass (Fig. 1i and Extended Data Fig. 2i). Taken together, the higher spare respiratory capacity and elevated mitochondrial potential may in part explain the lower sensitivity of the group 1 clones to mitochondrial inhibition than that observed in group 2 clones. Importantly, while we noted small differences in the growth rates of the clonal cell lines, these did not correlate with the identified clusters (Extended Data Fig. 2j).

### Clonal cross-talk provides metabolic support

Next, we sought to determine if sensitive clones were protected from metabolic inhibition via metabolic support from less sensitive clones. To accomplish this, we fluorescently labeled a clonal line from one group and then cocultured it with either an unlabeled version of itself, a different clonal line from the same group or a clonal line from the opposite group (Fig. 2a). Using this strategy at a concentration of oligomycin sufficient to block the proliferation of group 2 cells, we demonstrated that the group 1 clones support the growth of oligomycin-treated group 2 clones (Fig. 2b,c). This was reproducible across clones (Fig. 2d and Extended Data Fig. 3a–d) and extended to the complex I inhibitor phenformin (Fig. 2e and Extended Data Fig. 3e). By contrast, proliferation of an oligomycin-treated group 1 clone was not similarly enhanced in coculture with a different group 1 clone, and oligomycin-treated group 1 clones were less proliferative when cocultured with group 2 clones (Fig. 2f and Extended Data Fig. 3f,g). To determine if our observations extended to other clonal PDA cell line models, we obtained a second set of mouse KPC clones^24^. Here again we observed differences in oligomycin sensitivity, differential lactate production and the rescue of mitochondrial inhibition in cocultures (Extended Data Fig. 4a–e).

**Fig. 2:**
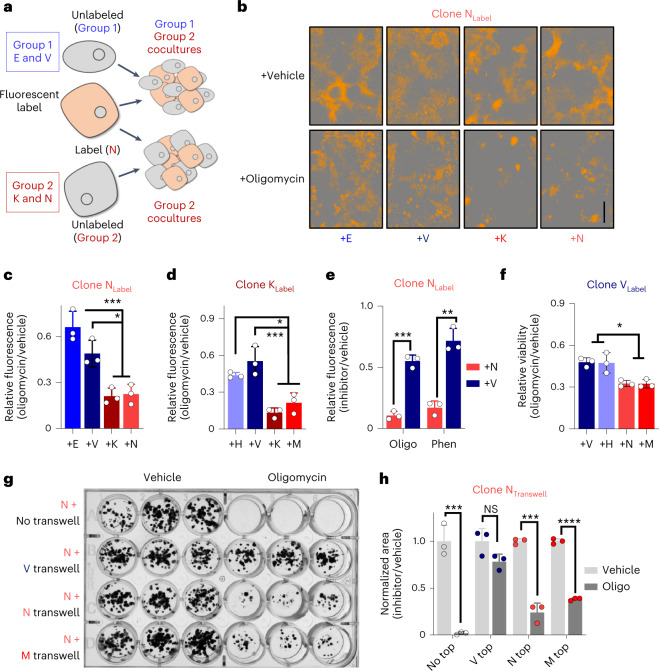
Cocultures reveal cross-talk interactions between clonal groups. **a**, Clonal line N was encoded with a fluorescent label, plated in direct coculture with unlabeled clones and treated with oligomycin or vehicle. **b**, Representative images (one of three biological replicates) of a labeled oligomycin-sensitive clone N cocultured with unlabeled resistant clones (E and V) or with unlabeled sensitive clones (K and N) and treated with oligomycin or vehicle; scale bar, 400 µm. **c**, Fluorescent plate area of oligomycin-treated (0.75 nM) versus vehicle-treated N-labeled cocultures (*n* = 3 samples). **d**, Fluorescent plate area of oligomycin-treated (1 nM) versus vehicle-treated K-labeled cocultures with unlabeled resistant clones (H and V) or with unlabeled sensitive clones (K and M; *n* = 3 samples). **e**, Fluorescent plate area of 1 nM oligomycin (Oligo)- or 25 µM phenformin (Phen)-treated versus vehicle-treated cocultures for labeled sensitive clone N cocultured with unlabeled clone N or insensitive clone V (*n* = 3 samples). **f**, Fluorescent plate area of the 1.5 nM oligomycin-treated cocultures relative to vehicle-treated cocultures (*n* = 3 samples). **g**, Group 2 clone N was plated with no transwell or with transwells containing group 1 clone V or group 2 clones N and M. Cultures were treated with 0.25 nM oligomycin with fresh drug added every 48 h for 10 d and were fixed and stained with crystal violet. The image is representative of three experimental repeats. **h**, Quantitation of colony area of **g** (*n* = 3 samples). Error bars represent mean ± s.d.; * *P* ≤ 0.05, ** *P* ≤ 0.01, *** *P* ≤ 0.001 and **** *P* ≤ 0.0001 by one-way ANOVA with a Tukey post hoc test (**c**, **d** and **f**) or by two-tailed Student’s *t* test (**e** and **h**); NS, not significant; +E versus +K *P* = 0.0007, +E versus +N *P* = 0.0009, +V versus +K *P* = 0.0157 and +V versus +N *P* = 0.0207 (**c**); +H versus +K *P* = 0.0047, +H versus +M *P* = 0.0266, +V versus +K *P* = 0.0006 and +V versus +M *P* = 0.0024 (**d**); oligomycin *P* = 0.0002 and phenformin *P* = 0.0012 (**e**); +V versus +N *P* = 0.0114, +V versus +M *P* = 0.0108, +H versus +N *P* = 0.0137 and +H versus +M *P* = 0.013 (**f**); no top *P* = 0.000585, V top *P* = 0.076023, N top *P* = 0.0002277 and M top *P* = 0.000004 (**g**). Source data

### Asparagine supports proliferation during limited respiration

Next, we used transwell coculture assays with which we demonstrated that the ability of group 1 cells to facilitate proliferation of oligomycin-sensitive group 2 cells was not contact dependent (Fig. 2g,h). Based on this, we hypothesized that clonal cross-talk was mediated through metabolite exchange between the group 1 and group 2 clones. Thus, we profiled the medium from each of the clonal cell lines by LC–MS/MS-based metabolomics and compared it to the base medium. Unsupervised clustering segmented the seven clonal lines into the same two groups observed following analysis of the intracellular metabolomes (Extended Data Fig. 4f and Supplemental Table 2). Importantly, there was a clear difference in the levels of consumption and release of several metabolites between these groups, largely represented by amino acids and nucleosides, including the production of several non-essential amino acids (NEAAs; Fig. 3a,b).

**Fig. 3:**
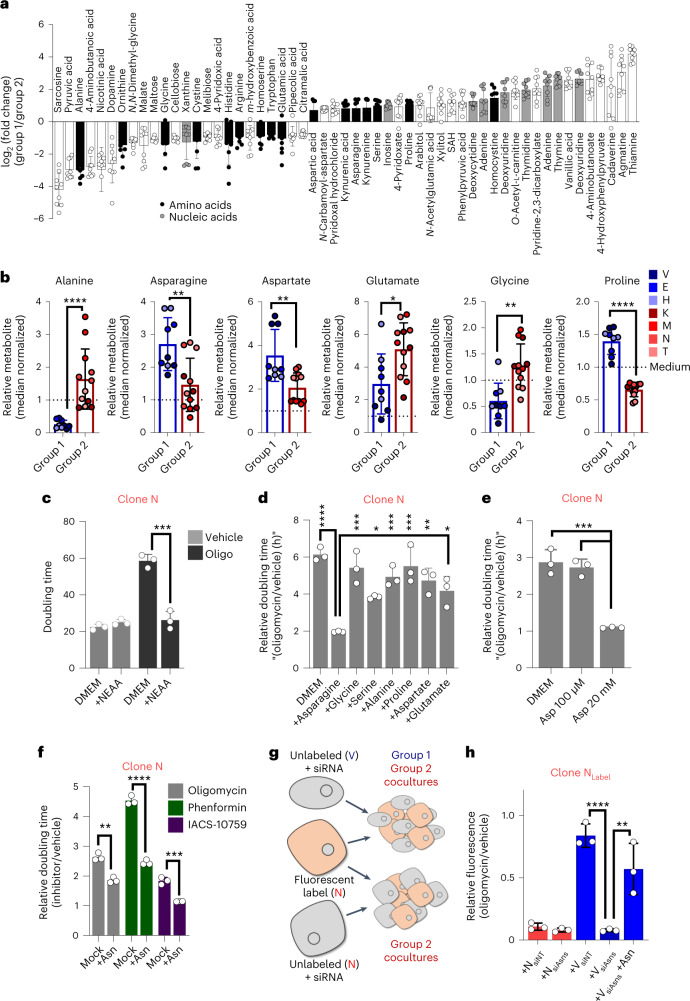
Media profiling reveals that asparagine rescues inhibition of respiration. **a**, Differentially consumed/released metabolites present in the media from group 1 and group 2 clones (*n* = 3 replicates per cell line) after 48 h of culture. **b**, Relative abundance of NEAAs present in conditioned medium at higher levels than in basal medium (*n* = 3 replicates per cell line). **c**, Doubling time of clone N treated with 1 nM oligomycin in the presence or absence of medium containing a 100 µM cocktail of all NEAAs (*n* = 3 samples per condition). **d**, Doubling times of clone N treated with 1 nM oligomycin in the presence or absence of individual NEAAs (*n* = 3 samples per condition). **e**, Doubling times of clone N treated with 1 nM oligomycin in the presence or absence of 100 µM or 20 mM aspartate (Asp; *n* = 3 samples per condition). **f**, Doubling times of clonal line N treated with 1 nM oligomycin, 25 µM phenformin or 25 nM IACS-10759 ± asparagine (Asn). **g**, Clonal line N was encoded with a fluorescent label and plated in direct coculture with unlabeled clones transfected with siRNA targeting *Asns* or non-targeted (NT) control. **h**, Fluorescent plate area of 1 nM oligomycin-treated cocultures of labeled clone N with unlabeled clone N or insensitive clone V (*n* = 3 samples) transfected with the indicated siRNA with or without the addition of exogenous asparagine. Error bars represent mean ± s.d.; * *P* ≤ 0.05, ** *P* ≤ 0.01, *** *P* ≤ 0.001 and **** *P* ≤ 0.0001 by two-tailed Mann–Whitney test (**b**), two-tailed Student’s *t* test (**c** and **f**) or one-way ANOVA with a Tukey post hoc test (**d**, **e** and **h**); alanine *P* < 0.0001, asparagine *P* = 0.0043, aspartate *P* = 0.0043, glutamate *P* = 0.0184, glycine *P* = 0.0013 and proline *P* < 0.0001 (**b**); *P* = 0.0008 (**c**); DMEM versus +asparagine *P* < 0.0001, +asparagine versus +glycine *P* = 0.0001), +asparagine versus +serine *P* = 0.0419, +asparagine versus +alanine *P* = 0.0008, +asparagine versus +proline *P* = 0.0001, +asparagine versus +aspartate *P* = 0.0016 and +asparagine versus +glutamate *P* = 0.0122 (**d**); DMEM versus aspartate 20 mM *P* = 0.0002 and aspartate 100 µM versus aspartate 20 mM *P* = 0.0004 (**e**); mock versus +asparagine for oligomycin *P* = 0.0011, phenformin *P* < 0.0001 and IACS-10759 *P* = 0.0006 (**f**); V siNT versus V siAsns *P* < 0.0001, V siAsns versus V siAsns + asparagine *P* = 0.0572 (**h**). Source data

Given these observations, we hypothesized that one or a combination of these amino acids may function to support metabolism in the presence of an inhibitor of mitochondrial respiration. Indeed, we found that treatment with a cocktail of NEAAs at 100 µM was sufficient to promote growth in the presence of oligomycin (Fig. 3c and Extended Data Fig. 5a). While aspartate has been identified as a limiting metabolite after inhibition of mitochondrial metabolism, we found that among the NEAAs, only asparagine was sufficient to rescue growth in the presence of mitochondrial inhibition at this concentration^27^ (Fig. 3d and Extended Data Fig. 5b). Further, asparagine rescue of the oligomycin-mediated inhibition of proliferation was dose dependent (Extended Data Fig. 5c,d) and well within the range of the physiological level in both sera and pancreatic tumor interstitial fluid^28^. We also demonstrated that aspartate is indeed able to rescue oligomycin-treated PDA cells at concentrations previously reported (that is, 20 mM (ref. ^29^); Fig. 3e and Extended Data Fig. 5e); however, this was well outside the physiological range of both circulating or intratumoral aspartate^28^. Further, in addition to oligomycin, we found that asparagine was able to restore growth in the presence of phenformin and IACS-10759, a distinct complex I inhibitor (Fig. 3f and Extended Data Fig. 5f).

To demonstrate that asparagine mediates the rescue of proliferation of sensitive clones in cocultures, we targeted the gene encoding the asparagine biosynthetic enzyme asparagine synthetase (*Asns*) in group 1 cells using RNA-mediated interference (RNAi) and then used our labeled coculture model (Fig. 3g and Extended Data Fig. 5g). As expected, addition of group 2 cells did not rescue the proliferation of oligomycin-treated labeled group 2 cells, whereas group 1 clones transfected with the non-targeting short interfering RNA (siRNA) provided a robust rescue (Fig. 3h and Extended Data Fig. 5h,i). However, this rescue was completely abolished by silencing *Asns* in the group 1 clone. Lastly, direct add back of asparagine to the group 2–group 1/siAsns coculture rescued the proliferation, pinpointing asparagine as the relevant factor mediating this metabolic cross-talk.

### Group 1 clones show constitutive integrated stress response (ISR)

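RNA sequencing was available for 8 tumor cell lines of the mouse. They comprise the 7 clones, which the paper derived from a KPC mouse model of pancreatic cancer, and the KPC1 line, which the paper assigns to neither metabolic group. Each line was sequenced as 4 libraries from mono-culture and 4 libraries from tumor cells that had been sorted by their green fluorescence after 48 h of coculture with fibroblasts, giving 64 paired-end, strand-specific libraries of polyadenylated RNA. The authors deposited the number of reads counted on each of 39017 genes, without normalization, and a table of RPKM values, which divide the reads on a gene by its length and by the library total, for 49585 genes. Library totals ran from 11178721 to 21333683 counts, with a median of 15648009. In mono-culture, the 12 libraries of group 1 held between 12994330 and 21333683 counts (median 16088866), and the 16 libraries of group 2 held between 11661214 and 18781361 (median 15582315). Every one of the 64 libraries had its highest correlation with another library of the same clone and culture.

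The paper's text does not name the culture whose libraries entered its comparison, nor how the 4 libraries of a clone were treated. Here the mono-culture libraries were compared, with the clone as the replicate: the counts of its 4 libraries were summed, which gave 3 group 1 clones (E, H and V) against 4 group 2 clones (K, M, N and T). Counts were normalized by edgeR's TMM method and reported as CPM, edgeR's counts scaled to the normalized library size, and genes with few counts were removed by edgeR's filterByExpr function, which left 14829 genes. The sample numbers in the labels fall into 2 series, read here as 2 sample sheets of 43 libraries (A) and 21 libraries (B). In mono-culture, 11 of the 12 group 1 libraries were on sheet A, as were 9 of the 16 group 2 libraries, and all 4 libraries of clone K were on sheet B.

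Across the 14829 genes, which are not independent replicates, Pearson's r of log2 CPM between clones was between 0.891 and 0.961. Clones H and V of group 1 correlated at 0.961. Clone E, the other member of group 1, correlated at 0.899 with H and 0.891 with V, and at 0.924 with K, 0.940 with M, 0.942 with N and 0.961 with T. Within sheet A, the r of clone E was 0.899 with H and 0.893 with V, against 0.940 with M, 0.943 with N and 0.960 with T. Sheet B held libraries of 1 group 1 clone only, so no such comparison was possible there.

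**Figure D1:**
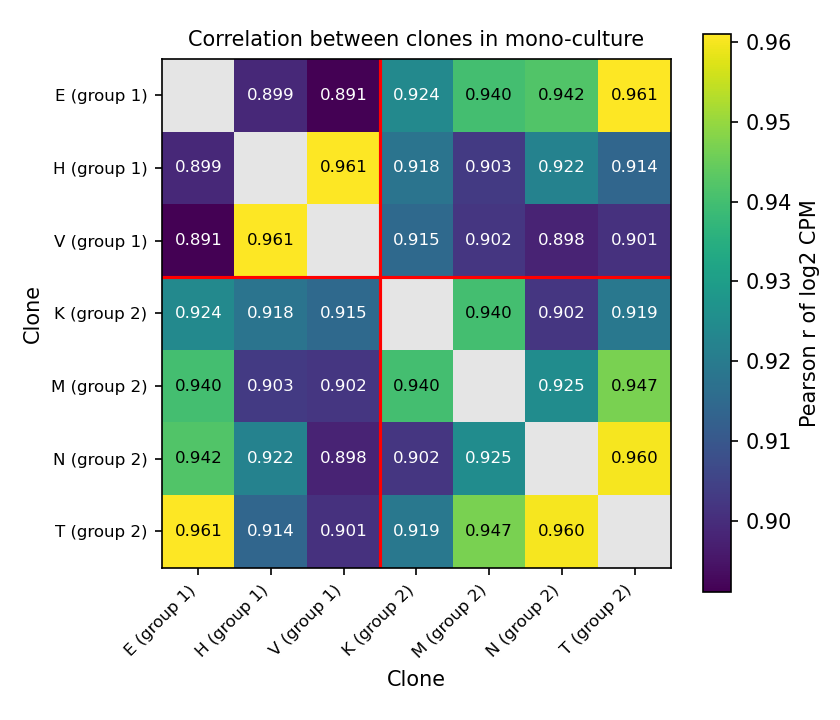
Pearson's r of log2 CPM between the 7 clones in mono-culture, across 14829 genes, with the clones of group 1 (E, H and V) and group 2 (K, M, N and T) on both axes and r as color and number. Clone E has r of 0.899 and 0.891 with H and V, and between 0.924 and 0.961 with the group 2 clones.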

To determine what was driving the metabolic programs between the subtypes, we first queried a transcriptomic dataset from the clonal populations^30^. 

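For pathways named by the paper, 5 gene lists were written by hand after hallmark sets and well-known targets and were not checked against the hallmark collection, which was not used here. They cover MAPK output, epithelial–mesenchymal transition (EMT), epithelial genes and Myc targets (lists 1 and 2). Each was tested between groups with camera in limma, which asks whether its genes rank higher or lower than the other genes and presets the correlation between genes at 0.01. A list was called with a nominal p-value under 0.1 and an adjusted p-value under 0.25 over 11 lists, the paper's thresholds, and no single member passed an adjusted p-value of 0.1 in any of the 5, either over all genes tested or adjusted over the list alone. Positive log2 fold changes are higher in group 1.

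The MAPK output list, 17 genes, had a median log2 fold change of 0.095 and was not called (adjusted p = 0.287 from camera). Within sheet A its median was 0.096, and it was not called there either. Its median was −0.068 without clone H, and it was called without clone N (0.11). It had 1 member at an unadjusted p-value under 0.05, Spred3.

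The EMT list, of which 91 of 149 genes were higher in group 1, had a median of 0.24 (adjusted p = 0.00625), and 21 members had an unadjusted p-value under 0.05. Within sheet A the median was 0.37, and the call was lost without clone H (0.064) or clone M (0.12). Of the epithelial list, 14 of 17 genes were lower in group 1, with a median of −0.58 (adjusted p = 0.00462) and −0.70 within sheet A. It stayed called without each clone, with medians between −1.11 and −0.34, and 2 members had an unadjusted p-value under 0.05.

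Myc target list 1 had 156 of 200 genes higher in group 1, with a median of 0.17 (adjusted p = 3.07e-07) and 6 members at an unadjusted p-value under 0.05. Its median was 0.15 within sheet A and between 0.087 and 0.27 without each clone, all of them called. Myc target list 2, 57 genes, had a median of 0.13 and was called (adjusted p = 0.118), with 1 member at an unadjusted p-value under 0.05. The call was lost without clone E (0.068), K (0.036) or M (0.0059), without replicate 2 (0.084), and within sheet A (0.099).

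The alternatives that moved these calls most were those that estimate the correlation between genes: camera with an estimated correlation called the epithelial list alone, and fry, a rotation test in limma, called none. The scores of single clones, each the median over a list's genes of the log2 CPM relative to the mean of the 7 clones, were compared between groups by a two-sided exact permutation test over the 35 ways to part the clones into 3 and 4. The epithelial score was −0.30 ± 0.25 (SD, n = 3) in group 1 and 0.41 ± 0.21 (SD, n = 4) in group 2 (exact p = 0.0286, the smallest that these numbers allow, and 0.315 adjusted over 11 lists, which 1 separated list cannot bring under 0.25). This separation depends on how the score is computed. Scores were also computed for single libraries, on the same 14829 genes normalized over all 64 libraries, and averaged over the 4 libraries of a clone. Clone E was then at 0.090 ± 0.242 (SD, n = 4 libraries) and clone K of group 2 at 0.039 ± 0.175 (SD, n = 4 libraries). Scores of the other lists overlapped between the groups. For EMT they were 0.16 ± 0.41 in group 1 and −0.061 ± 0.31 in group 2 (exact p = 0.429), and for Myc target list 1 0.092 ± 0.031 and −0.084 ± 0.24 (exact p = 0.257).

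Spred3, the MAPK output member with the smallest p-value, lies on chromosome 7 of GRCm38 from 29158829 to 29170411. It stood at 58.1 ± 20.7 CPM (SD, n = 3) in group 1 and 33.3 ± 4.85 CPM (SD, n = 4) in group 2, a log2 fold change of 0.80 (standard error 0.27, adjusted p = 0.836 from edgeR's quasi-likelihood test), with clone E at 34.7 CPM and K at 40.3 CPM. Mmp2, its counterpart in the EMT list (chromosome 8, 92827291 to 92853420), was at 75.6 CPM in clone H and 57.8 CPM in V but 0.0144 CPM in E, against at most 0.406 CPM in group 2. In the epithelial list Elf3 (chromosome 1, 135253575 to 135258568) was at 3.28 ± 0.351 CPM in group 1 and 8.85 ± 4.42 CPM in group 2, with clone K at 3.11 CPM. Prdx4 led Myc target list 1 (chromosome X, 155323918 to 155340754), with 54.0 ± 19.0 CPM in group 1 and 32.7 ± 4.17 CPM in group 2, clone E being at 33.6 CPM. Imp4 led list 2 (chromosome 1, 34439851 to 34449356) and was lower in group 1, at 43.7 ± 2.26 CPM against 55.8 ± 5.11 CPM.

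Myc itself (chromosome 15, 61985391 to 61990374) was at 290 ± 12.9 CPM in group 1 and 254 ± 89.1 CPM in group 2, a log2 fold change of 0.19 (standard error 0.26, adjusted p = 0.913 from edgeR), smaller than the spread of the group 2 clones, which ran from 165 to 377 CPM. The paper names pathways enriched in group 1 from gene set enrichment on differences of this kind, citing Extended Data Fig. 6a,b. The source data of Extended Data Fig. 6b are immunoblots of HIF1a and Slug, and the paper also blotted MAPK and c-Myc.

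**Figure D2:**
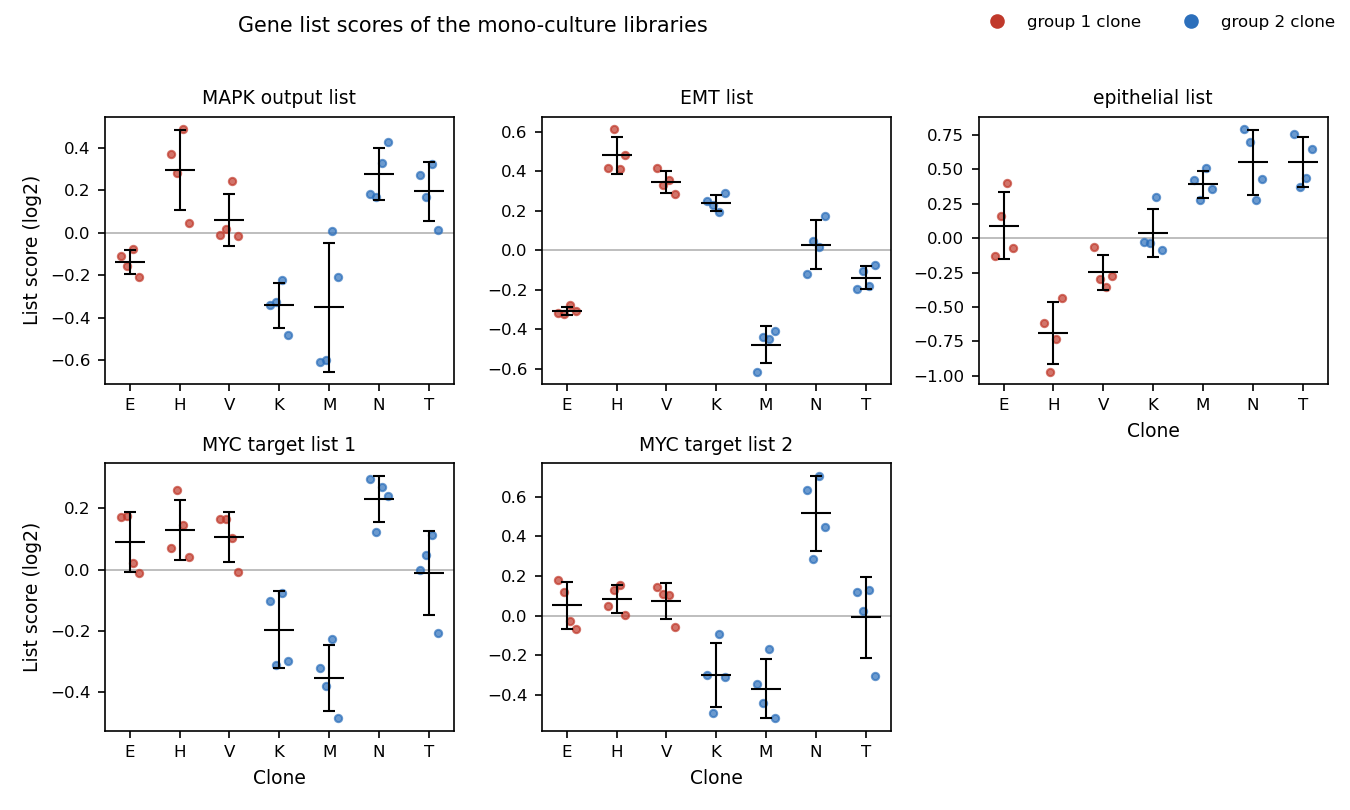
Scores of the 5 gene lists (y axis, log2: the median over a list's genes of log2 CPM relative to the mean of the 28 mono-culture libraries) by clone (x axis). Points are single libraries, bars the mean and SD of the 4 libraries of a clone, and in the epithelial list clone E averages 0.090 and clone K 0.039, so that the groups overlap in every list when scored by library.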

We observed that group 1 clones were enriched in pathways related to KRAS signaling, epithelial–mesenchymal transition and Myc signaling (Extended Data Fig. 6a,b). Indeed, assessing activation of these pathways by immunoblotting, we found that mitogen-activated protein kinase (MAPK) signaling downstream of KRAS, with corresponding activation of c-Myc, clearly segregated our clonal groups in accordance with their metabolism (Fig. 4a,b).

**Fig. 4:**
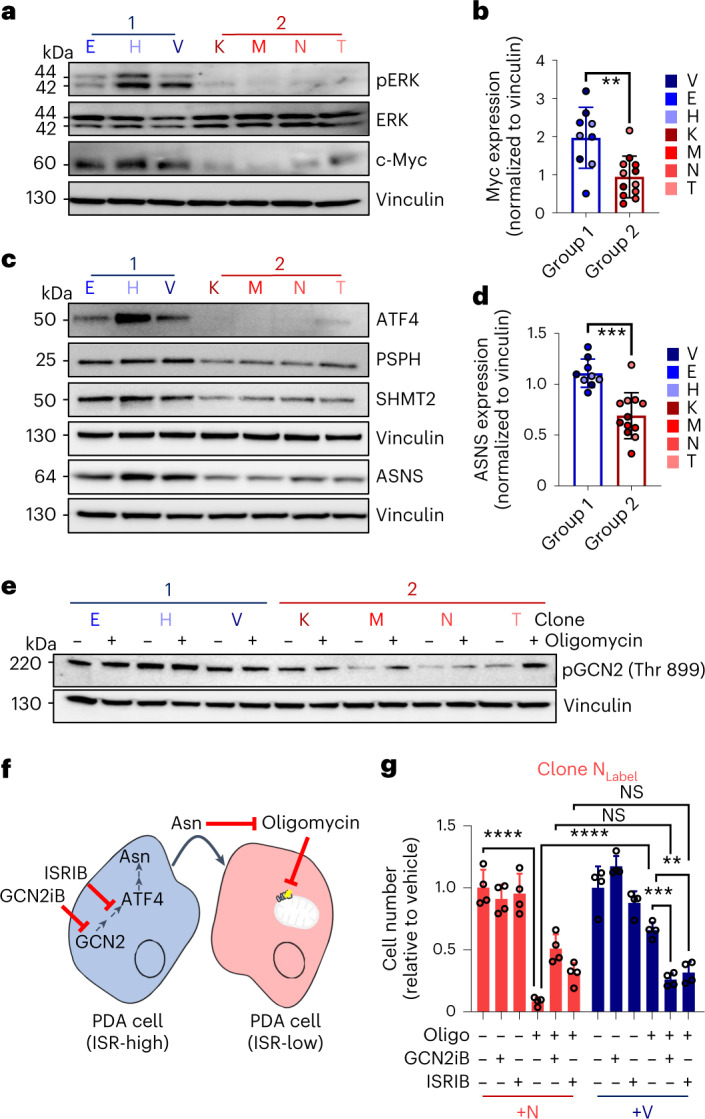
PDA clones engage different models of activation of the ISR. **a**, Immunoblot comparison of phospho-p44/42 MAPK Thr 202/Tyr 204 (pERK), total p44/42 MAPK (ERK), c-Myc and vinculin across group 1 (E, H and V) and group 2 (K, M, N and T) clonal populations. The image is representative of three independent experiments. **b**, Quantification of Myc expression across clonal groups normalized to vinculin loading controls (*n* = 3 blots per clone). **c**, Immunoblot comparison of ATF4, PSPH, SHMT2, ASNS and vinculin across group 1 (E, H and V) and group 2 (K, M, N and T) clonal populations. The image is representative of three independent experiments. **d**, Quantification of ASNS expression across clonal groups normalized to vinculin loading controls (*n* = 3 blots per clone). **e**, Expression of phospho-GCN2 T899 (pGCN2) and vinculin between group 1 (E, H and V) and group 2 (K, M, N and T) clonal populations treated with either vehicle or 1 nM oligomycin. **f**, Schematic representation of clonal cross-talk between ISR-high or ISR-low clones and key nodes to inhibit cross-talk. The image is representative of three replicates. **g**, Clonal line N was encoded with a fluorescent label, plated in direct coculture with unlabeled sensitive clone N or insensitive clone V and treated with oligomycin, ISRIB, GCN2iB, oligomycin and ISRIB, oligomycin and GCN2iB or vehicle (*n* = 3 replicates). Cells were counted, and endpoint data were plotted relative to vehicle; *P* ≤ 0.01, *** *P* ≤ 0.001 and **** *P* ≤ 0.0001 by two-tailed Mann–Whitney test (**b** and **d**) and one-way ANOVA with a Tukey post hoc test (**g**); *P* = 0.0043 (**b**), *P* = 0.0003 (**d**), +N versus +N + oligomycin *P* < 0.0001, +N + oligomycin versus +N + oligomycin *P* < 0.0001, +N + oligomycin + GCN2iB versus +V + oligomycin + GCN2iB *P* = 0.0844, +N + oligomycin + ISRIB versus +V + oligomycin + ISRIB *P* > 0.9999, +V + oligomycin versus +V + oligomycin + GCN2iB *P* = 0.0004 and +V + oligomycin versus +V + oligomycin + ISRIB *P* = 0.0038 (**g**). Source data

Previous studies have linked c-Myc expression/activity with the ISR^31,32^. Activating transcription factor 4 (ATF4) signaling downstream of the ISR supports amino acid homeostasis, suggesting a possible relationship with our extracellular metabolome profiling (Fig. 3a,b). Indeed, ATF4 expression clearly demarcated the groups, and this constitutively high expression in the group 1 clones was evident even with growth under nutrient-replete conditions (Fig. 4c,d). *ASNS* is among the most classical ATF4 target genes^33^. Consistent with both the expression of ATF4 and the release of asparagine from group 1 clones, these lines also express more ASNS than group 2 clones (Fig. 4c). Furthermore, we also observed that the ATF4 targets serine hydroxymethyltransferase 2 (SHMT2) and phosphoserine phosphatase (PSPH) are expressed at a higher level in the group 1 clonal populations.

ATF4 drives the ISR and is activated through numerous stresses, such as amino acid starvation by general control non-derepressible 2 (GCN2), endoplasmic reticulum (ER) stress through protein kinase RNA-like ER kinase (PERK), viral infection through protein kinase RNA-activated (PKR) and heme deprivation by heme-regulated initiation factor 2-α kinase (HRI)^34^. We performed immunoblotting for each of these pathways and observed that only GCN2 in consistently activated in the group 1 versus group 2 clones (Extended Data Fig. 6c). We also observed that group 1 clones are not engaged in a general stress response, as we did not find indications of increased ER stress or an unfolded protein response in the group 1 versus group 2 clones (Extended Data Fig. 6d). Conversely, we found inositol-requiring enzyme 1-α (IRE1α) and ATF6 activation to be enriched in the group 2 clones.

Interestingly, we found GCN2 to be both activated to a higher extent in the group 1 clonal population and non-responsive to further activation by oligomycin treatment (Fig. 4e). By contrast, the group 2 clones had a lower basal level of GCN2 phosphorylation and activated this pathway in response to treatment with oligomycin. Based on these collective data, group 1 clones exhibit constitutive activation of the ATF4 arm of the ISR, whereas the group 2 clones can induce this response when challenged. Next, to functionally validate the role of the ISR in mediating the rescue between insensitive and sensitive cells, we repeated our labeled coculture assays in the presence of pharmacological inhibitors of ISR pathway components (Fig. 4f). We first observed that an ISR inhibitor (ISRIB) or a direct GNC2 inhibitor (GCN2iB) are sufficient to reduce the expression of ATF4 in a constitutively active group 1 clone to similar levels as a group 2 clone (Extended Data Fig. 6e). Further, treatment with these compounds greatly impairs the rescue of proliferation of a sensitive clone treated with oligomycin mediated by the coculture with an insensitive clone (Fig. 4g and Extended Data Fig. 6f), confirming the functional importance of differential ISR expression between clonal lines and the role of GCN2 in driving this response.

### Differential ISR activation and function in human PDA

To determine if the differential expression of ASNS was also found in human tumors, we immunostained human PDA samples for ASNS. As predicted from our mouse clonal lines, human PDA tumors revealed considerable intratumoral heterogeneity in ASNS expression (Fig. 5a and Extended Data Fig. 7a), with ASNS expression varying from absent to strong within the same ductal lesions. Next, we examined ISR and ATF4 pathway activity in single-cell RNA-sequencing datasets from human PDA^35^. Here, we observed the ATF4 gene signature to be strongly enriched within subgroups of malignant epithelial populations, a feature consistent across multiple human samples (Fig. 5b–d and Extended Data Fig. 7b).

**Fig. 5:**
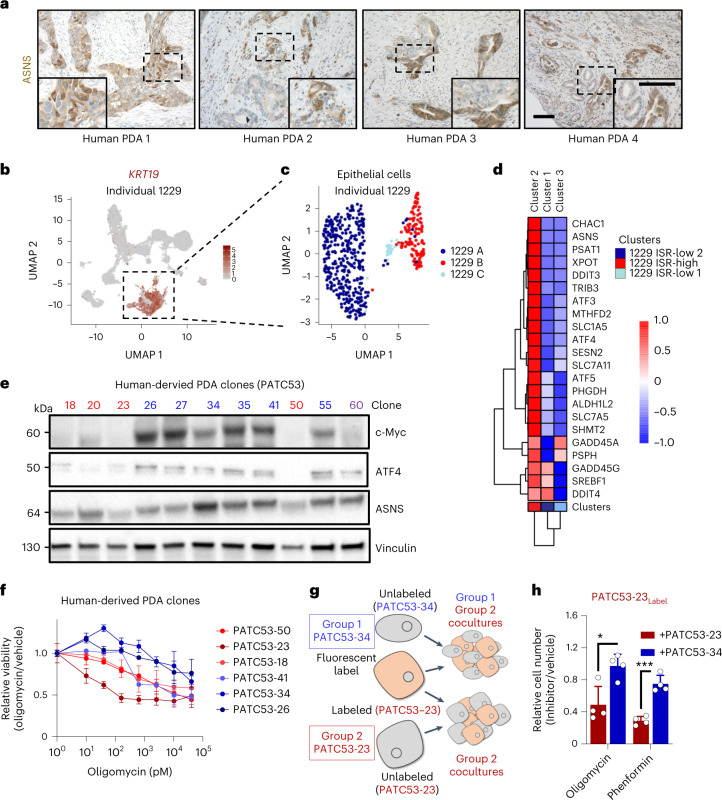
Human PDA tumors exhibit differential ISR activation. **a**, Immunostaining for ASNS in human PDA tissues; dashed boxes are magnified in insets; scale bars, 100 µm. **b**, UMAP representations of *KRT19* expression delineating the epithelial cell population identified from single-cell RNA analysis of a tumor biopsy of PDA individual 1229. **c**, UMAP representation of the three cell clusters within the epithelial population in **b**. **d**, Non-hierarchical clustering analysis of epithelial clusters across a set of ISR genes. **e**, Immunoblotting analysis of c-Myc, ATF4, ASNS and vinculin of clonal cells lines derived from the PATC53 human PDA tumor model; red, ISR low; blue, ISR high; purple, does not fit either category. The image is representative of three individual experiments. **f**, Dose–response of PATC53 clones to oligomycin; blue, insensitive clones; red, sensitive clones; *n* = 3 biological replicates per clone. **g**, Clonal line PATC53-23 was encoded with a fluorescent label and plated in direct coculture with unlabeled clones PATC53-23 or PATC53-34. **h**, Cell numbers of labeled PATC53-23 cocultures treated with 0.5 nM oligomycin or 125 µM phenformin relative to vehicle control (*n* = 3 biological replicates). Error bars are representative of mean ± s.d.; *P ≤ 0.05 and ***P ≤ 0.001 by two-tailed Student’s *t*-test; oligomycin *P* = 0.012 and phenformin *P* = 0.0002 (**h**). Source data

To investigate if the differential expression of the ATF4 pathway was retained in isolated human PDA cells, we established a set of clonal cell lines derived from a human PDA tumor. Immunoblotting revealed that the expression levels of c-Myc, ATF4 and ASNS were correlated in 10 of 11 clones examined (Fig. 5e), with the one outlier expressing strong ATF4 and ASNS without concurrent c-Myc expression. Functionally validating a set of ASNS^hi^ versus ASNS^low^ lines, we found a trend toward low ASNS expression and sensitivity to oligomycin (Fig. 5f). Finally, we observed that the proliferation of a fluorescently labeled ATF4^low^ASNS^low^Myc^low^ (oligomycin-sensitive, group 2) human PDA clonal line can be rescued in the presence of oligomycin through coculture with an ATF4^hi^ASNS^hi^Myc^hi^ (oligomycin-resistant, group 1) human PDA clonal line (Fig. 5g,h and Extended Data Fig. 7c). Taken together, these data provide evidence for the existence of these same metabolic subtypes in human tumors.

### Asparagine rescue supports aspartate pools

We next sought to determine how exogenous asparagine mediates rescue of mitochondrial inhibition. We first noted that concentrations of oligomycin and phenformin that can be rescued by asparagine supplementation impair, but do not abolish, respiration (Fig. 6a). Additionally, we also did not observe caspase 3 cleavage at these concentrations of mitochondrial inhibition, suggesting that the mechanism by which asparagine enables proliferation during impaired respiration is not through suppression of apoptosis, as in other systems^36^ (Extended Data Fig. 8a).

**Fig. 6:**
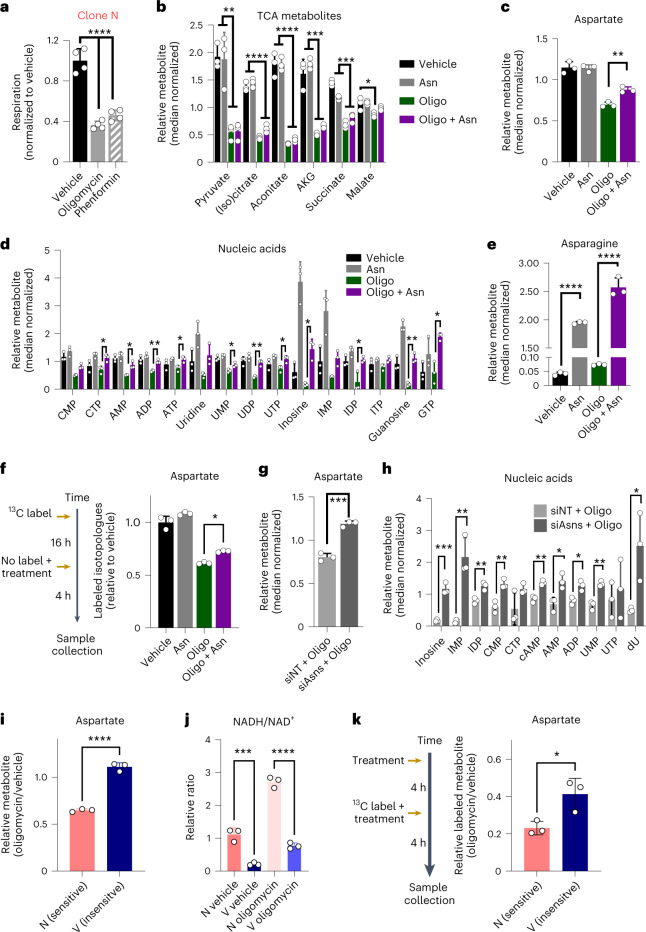
Asparagine rescues respiration inhibition by supporting aspartate pools. **a**, Oxygen consumption of clonal line N treated with vehicle, oligomycin or phenformin, as measured by a Seahorse metabolic flux analyzer (*n* = 4 samples per condition). **b**–**e**, Relative abundance of TCA cycle metabolites (**b**), aspartate (**c**), nucleotides (**d**) and asparagine (**e**) present in clone N cells treated with asparagine, oligomycin, asparagine + oligomycin or vehicle 4 h after treatment (*n* = 3 samples per condition). **f**, Labeled aspartate pools of clone N prelabeled with universally labeled ^13^C-glutamine and switched to medium containing unlabeled glutamine and treated with asparagine, oligomycin, asparagine + oligomycin or vehicle for 4 h (*n* = 3 samples per condition). **g**,**h**, Relative aspartate (**g**) and nucleotide levels (**h**) of siNT- or siAsns-transfected clone N cells treated with 1 nM oligomycin for 4 h (*n* = 3 samples per condition). **i**, Aspartate levels of oligomycin-sensitive clone N and oligomycin-insensitive clone V relative to vehicle 4 h after treatment (*n* = 3 samples per condition). **j**, Ratio of NADH/NAD^+^ of clone N and clone V treated for 4 h with oligomycin or vehicle (*n* = 3 samples per condition). **k**, Labeled aspartate pools of sensitive clone N and insensitive clone V were treated for 4 h with oligomycin or vehicle and switched to medium containing universally labeled ^13^C-glutamine and treated with oligomycin or vehicle for an additional 4 h (*n* = 3 samples per condition); *P ≤ 0.05, **P ≤ 0.01 and ****P ≤ 0.0001 by one-way ANOVA with a Tukey post hoc test (**a**–**f** and **j**) or two-tailed Student’s *t*-test (**g**–**i** and **k**); vehicle versus oligomycin *P* < 0.0001, vehicle versus phenformin *P* < 0.0001 (**a**); pyruvate: vehicle versus oligomycin *P* = 0.0017, vehicle versus oligomycin + asparagine *P* = 0.0019, asparagine versus oligomycin *P* = 0.0021 and asparagine versus oligomycin + asparagine *P* = 0.0023; (iso)citrate: vehicle versus oligomycin *P* < 0.0001, vehicle versus oligomycin + asparagine *P* < 0.0001, asparagine versus oligomycin *P* < 0.0001, asparagine versus oligomycin + asparagine *P* < 0.0001; aconitate: vehicle versus oligomycin *P* < 0.0001, vehicle versus oligomycin + asparagine *P* < 0.0001, asparagine versus oligomycin *P* < 0.0001, asparagine versus oligomycin + asparagine *P* < 0.0001; α-ketoglutarate (AKG): vehicle versus oligomycin *P* < 0.0001, vehicle versus oligomycin + asparagine *P* = 0.0002, asparagine versus oligomycin *P* < 0.0001, asparagine versus oligomycin + asparagine *P* < 0.0001; succinate: vehicle versus oligomycin *P* < 0.0001, vehicle versus oligomycin + asparagine *P* < 0.0001, asparagine versus oligomycin *P* < 0.0001, asparagine versus oligomycin + asparagine *P* = 0.0004; malate: vehicle versus oligomycin *P* = 0.0208 (**b**); oligomycin versus oligomycin + asparagine *P* = 0.0072 (**c**); oligomycin versus oligomycin + asparagine: CTP *P* = 0.0295, AMP *P* = 0.0301, ADP *P* = 0.0082, ATP *P* = 0.0449, UMP *P* = 0.0348, UDP *P* = 0.0035, UTP *P* = 0.0429, inosine *P* = 0.0276, IDP *P* = 0.0101, guanosine *P* = 0.0015, GTP *P* = 0.0147 (**d**); vehicle versus asparagine *P* < 0.0001, oligomycin versus oligomycin + asparagine *P* < 0.0001 (**e**); *P* = 0.0106 (**f**); *P* = 0.0003 (**g**); siNT + oligomycin versus siAsns + oligomycin inosine *P* = 0.0007, IMP *P* = 0.0045, IDP *P* = 0.006, CMP *P* = 0.0058, cAMP *P* = 0.0022, AMP *P* = 0.0171, ADP *P* = 0.013, UMP *P* = 0.0017, dU *P* = 0.0308 (**h**); N versus V *P* < 0.0001 (**i**); N vehicle versus V vehicle *P* = 0.0002, N oligomycin versus V oligomycin *P* < 0.0001 (**j**); *P* = 0.027 (**k**). Source data

To determine how asparagine rescues impaired respiration, we then performed targeted metabolomics on cells treated with oligomycin in the presence or absence of asparagine (Extended Data Fig. 8b and Supplemental Table 3). Consistently, and in line with previous data using other mitochondrial poisons^29,37,38^, oligomycin treatment depleted TCA cycle intermediates (Fig. 6b) and associated branching metabolites, including aspartate (Fig. 6c). Aspartate is the biosynthetic precursor for de novo nucleotide biosynthesis, and nucleotide pools were similarly down after oligomycin treatment (Fig. 6d). The combination of asparagine with oligomycin treatment did not impact the pool size of TCA cycle intermediates (Fig. 6b). By contrast, asparagine treatment yielded a modest but significant increase in aspartate pools in the oligomycin-treated cells, a more notable increase in nucleic acid pools^27^ and an expected, yet pronounced, increase of asparagine levels (Fig. 6c–e).

In human and mouse cells, the enzymatic machinery to convert asparagine to aspartate does not exist^37^, which argues against asparagine contributing directly to aspartate pools. Indeed, using stable isotope tracing metabolomics, we demonstrated that asparagine carbon is not contributing to aspartate, TCA cycle intermediates or nucleotide pools (Extended Data Fig. 8c–h). Together, these data suggest that the impact of asparagine on proliferation may instead be to relieve the demand on aspartate pools required for asparagine biosynthesis. In other words, asparagine supplementation enables the limited aspartate, incurred by inhibition of respiration, to be used in amino acid synthesis and to make other rate-limiting intermediates, like nucleic acids.

To examine this directly, we performed a pulse–chase assay by introducing a universally labeled ^13^C-glutamine isotope overnight and challenging cells with oligomycin, with or without asparagine, in the absence of label for 4 h. Here, we found that that aspartate pools were robustly labeled (Extended Data Fig. 8i), and the label was retained in aspartate in the asparagine-treated samples during oligomycin challenge (Fig. 6f). To further test this model, we inhibited *Asns* by RNAi to decrease the asparagine synthesis pull on aspartate pools during stress, concurrent with 4 h of oligomycin treatment. In doing so, we observed an increase in aspartate, indicating that the demand for asparagine biosynthesis does indeed impact aspartate levels (Fig. 6g). Furthermore, this also permitted increases in nucleic acid pools at this time point (Fig. 6h).

Given the central role of aspartate revealed through these experiments, we postulated that aspartate metabolism will present a key difference between our group 1 and group 2 clonal populations. To examine this, we performed a metabolomics time course analysis of group 1 and group 2 clones treated with oligomycin (Extended Data Fig. 9 and Supplemental Table 4). Indeed, at the same 4-h time point as the previous experiment, we observed that the insensitive clone maintained higher relative aspartate pools when challenged with oligomycin than the sensitive clone (Fig. 6i). The insensitive clone also presented with a lower NADH/NAD^+^ ratio (Fig. 6j), which was similarly evident following oligomycin treatment, suggesting an increased capacity to maintain aspartate biosynthesis under both conditions. Indeed, we found that universally labeled ^13^C-glutamine provided during an oligomycin challenge is still incorporated into aspartate pools, and this occurs to a larger extent than vehicle-treated controls in an insensitive clone versus a sensitive clone (Fig. 6k and Extended Data Fig. 10a). Together, these data suggest that the relative insensitivity of group 1 clones to mitochondrial inhibitors may be in part mediated by lower basal reductive stress and a higher reservoir of aspartate, providing a buffer against depletion during a period of impaired respiration.

Lastly, consistent with both our model and previous work^29^, the electron acceptors pyruvate and α-ketobutyrate rescue proliferation from impaired respiration (Extended Data Fig. 10b). These rescue agents act upstream of asparagine by relieving NADH reductive stress imparted by electron transport chain inhibition and thereby facilitate TCA cycle flux and aspartate biosynthesis. In line with this more direct role, these rescue agents more effectively reverse the proliferative defects imposed by inhibition of respiration. Nucleotide supplementation alone was not sufficient to rescue proliferation (Extended Data Fig. 10c), suggesting additional roles for asparagine. Collectively, these data indicate that asparagine rescues the proliferative defects imparted by mitochondrial inhibition, at least in part, by decreasing the demand on aspartate.

### Asparagine rescues limited respiration across cell lines

Group 1 clones are less sensitive to growth inhibition by oligomycin (Fig. 1e). However, at higher oligomycin concentrations, the proliferation of group 1 clones can be similarly impaired. More importantly, this can be reversed by exogenous asparagine supplementation (Fig. 7a and Extended Data Fig. 10d). This suggests that asparagine rescue of respiration is not limited to populations of cells highly sensitive to mitochondrial inhibition. In support of this, we determined that asparagine can also rescue phenformin-mediated inhibition in polyclonal mouse PDA cells, human pancreatic cancer lines and non-cancerous HEK-293FT cells (Fig. 7b and Extended Data Fig. 10e). Importantly, we also found this to be true in a panel of low-passage human-derived PDA cell lines (Fig. 7c).

**Fig. 7:**
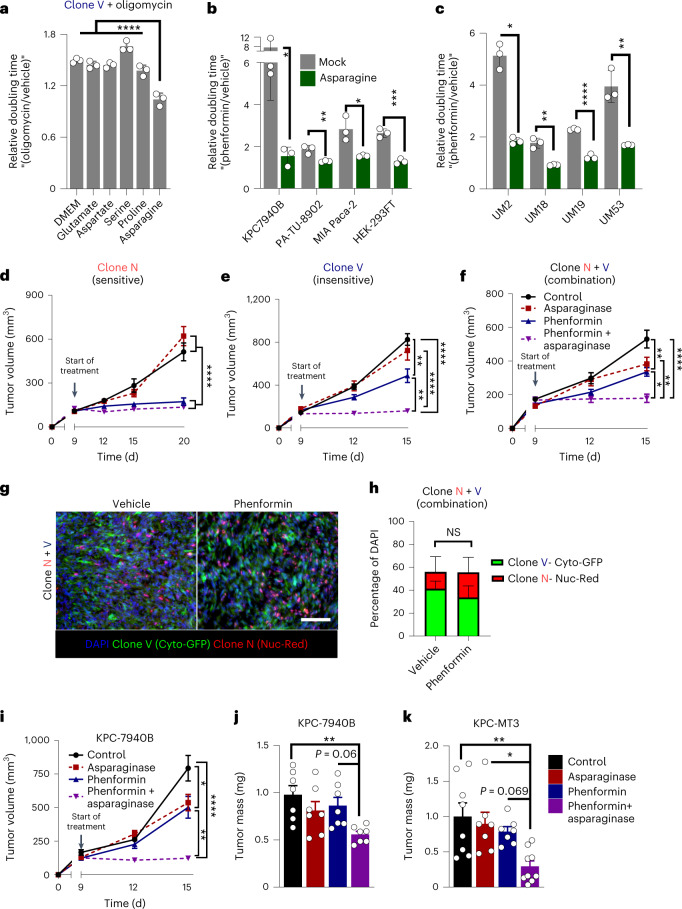
Asparagine rescues the inhibition of respiration in diverse systems and is an exploitable vulnerability in pancreatic cancer. **a**, Doubling times of respiration inhibition-insensitive clone V treated with 1.5 nM oligomycin in the presence or absence of medium containing all NEAAs or individual NEAAs (*n* = 3 samples per condition). **b**, Relative doubling times of cell lines treated with phenformin with or without 100 µM exogenous asparagine; KPC7940B and HEK-293FT 150 µM, PA-TU-8902 and MIA PaCa-2 37.5 µM; *n* = 3 samples per condition. **c**, Human-derived PDA lines UM2, UM18, UM19 and UM53 treated with phenformin in the presence or absence of 100 µM exogenous asparagine (*n* = 3 samples per condition). **d**–**f**, Athymic nude mice were implanted subcutaneously with clone N (**d**), clone V (**e**) or a combination of clone N and V (**f**), and tumors were allowed to establish for 9 d. Mice were then treated with asparaginase, phenformin, asparaginase + phenformin or vehicle until collection (*n* = 10 tumors per treatment.). **g**, Representative images (one of three) of frozen sections of vehicle- or phenformin-treated tumors established from co-injection of nuclear red (Nuc-Red)-labeled clone N and cytoplasmic GFP (Cyto-GFP)-labeled clone V; scale bar, 90 µm. **h**, Quantification of the respective fluorescent labels from **g** (*n* = 3 images per treatment group). **i**, C57BL/6J mice were implanted subcutaneously with syngeneic mouse KPC7940B PDA cells, and tumors were allowed to establish for 9 d. Mice were then treated with asparaginase, phenformin, asparaginase + phenformin or vehicle until collection (*n* = 10 tumors per treatment group). **j**,**k**, Final tumor mass from C57BL/6J mice implanted orthotopically with KPC-7490B (**j**; *n* = 7 per treatment group) or KPC-MT3 (**k**; *n* = 8 vehicle, *n* = 7 asparaginase, *n* = 7 phenformin and *n* = 9 phenformin + asparaginase tumors per treatment group) syngeneic mouse PDA cells and treated 14 d after establishment with asparaginase, phenformin, asparaginase + phenformin or vehicle until collection 10 d later. Error bars represent mean ± s.d. (**a**–**c** and **h**) and mean ± s.e.m. (**d**–**f** and **i**–**k**); *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 and ****P ≤ 0.0001 by one-way ANOVA with a Tukey post hoc test (**a**, **d**–**f** and **i**–**k**) or a two-tailed Student’s *t*-test (**b** and **h**); DMEM versus asparagine *P* < 0.0001, asparagine versus glutamate *P* < 0.0001, asparagine versus aspartate *P* < 0.0001, asparagine versus serine *P* < 0.0001, asparagine versus proline *P* < 0.0001 (**a**); mock versus asparagine KPC7940B *P* = 0.0377, HEK-293FT *P* = 0.0006, MIA PaCa-2 *P* = 0.0204, PA-TU-8902 *P* = 0.008 (**b**); mock versus asparagine UM2 *P* = 0.0377, UM18 *P* = 0.0017, UM19 *P* < 0.0001, UM53 *P* = 0.0032 (**c**); control versus phenformin *P* < 0.0001, control versus phenformin + asparaginase *P* < 0.0001, asparaginase versus phenformin *P* < 0.0001, asparaginase versus phenformin + asparaginase *P* < 0.0001 (**d**); control versus phenformin *P* = 0.0021, control versus phenformin + asparaginase *P* < 0.0001, asparaginase versus phenformin + asparaginase *P* < 0.0001, phenformin versus phenformin + asparaginase *P* = 0.0029 (**e**); control versus phenformin *P* = 0.0043, control versus phenformin + asparaginase *P* < 0.0001, asparaginase versus phenformin + asparaginase *P* = 0.0028, phenformin versus phenformin + asparaginase *P* = 0.028 (**f**); Nuc-Red vehicle versus Nuc-Red phenformin *P* = 0.5435 (**h**); control versus phenformin *P* = 0.0268, control versus phenformin + asparaginase *P* < 0.0001, phenformin versus phenformin + asparaginase *P* = 0.002 (**i**); control versus phenformin + asparaginase *P* = 0.007, asparaginase versus phenformin + asparaginase *P* = 0.1573, phenformin versus phenformin + asparaginase *P* = 0.0647 (**j**); control versus phenformin + asparaginase *P* = 0.0036, asparaginase versus phenformin + asparaginase *P* = 0.0193, phenformin versus phenformin + asparaginase *P* = 0.0698 (**k**). Source data

### Asparagine depletion enhances mitochondrial inhibitors

Our in vitro studies demonstrated that exogenous asparagine, derived from group 1 clones or supplemented in the medium, can enable cellular proliferation when respiration is inhibited. In extending this work to in vivo models, we hypothesized that the depletion of extracellular asparagine would function to sensitize tumors to mitochondrial inhibition^27^. To test this, we first used our clonal system. As expected, we observed that growth of tumors from a sensitive group 2 clone was markedly reduced by treatment with phenformin (Fig. 7d). By contrast, tumors from a group 1 clone were less responsive to phenformin (Fig. 7e). The group 1 cells appeared to protect the group 2 cells from phenformin when co-injected in a one-to-one ratio (Fig. 7f). To confirm that this was indeed the case, we assessed the representation of labeled clonal lines and did not observe a decrease in the number of sensitive group 2 clone cells in phenformin-treated tumors relative to vehicle-treated tumors (Fig. 7g,h). We then combined phenformin with PEGylated l-asparaginase, a protein therapeutic that degrades extracellular asparagine^39^. This combination halted tumor growth in both the single clone and co-injection tumor models (Fig. 7e,f).

To examine this in a more physiological context of heterogenous disease, as would be found in humans, we established syngeneic tumor allografts in immunocompetent mice using two KPC transplant models of pancreatic cancer. These were then treated with PEGylated l-asparaginase, phenformin or a combination. Asparagine was robustly depleted both systemically and within orthotopic tumors using this treatment strategy (Extended Data Fig. 10f). Of note, asparaginase treatment did not result in pancreatitis pathology, as seen in some individuals with leukemia^40^ (Extended Data Fig. 10g), and we did not find any clonal differences in response to lipogenic inhibitors (Extended Data Fig. 10h–j). Most importantly, large reductions in tumor growth were observed across several pancreatic cancer models when treated with the combination of phenformin and PEGylated l-asparaginase (Fig. 7i–k).

## Discussion

The concept of metabolic heterogeneity in cancer is complex and has been described for (1) different mutations in the same tumor type^41,42^, (2) the same driving oncogene in different tumor types^43^, (3) the location of the same tumor cells when seeded at different sites in the body^28^, (4) regional heterogeneity within the same tumors^25,44,45^, (5) metabolite consumption and inhibitor sensitivity^8,46,47^ and (6) tumor stage, for example, metastatic versus primary tumor cells^48,49^. In pancreatic cancer, a seminal study identified three metabolic subtypes by profiling metabolic properties and dependencies. These include the slow proliferating, glycolytic and lipogenic subtypes^8^. While we noted a sensitivity toward glycolytic inhibition and increased lactate production in group 1 clones, we did not identify differential lipogenic metabolism (Extended Data Fig. 10h–j) nor were significant differences in growth rate observed between our clonal subtypes. Other recent studies in PDA have also illustrated how small subpopulations of cancer cells that survive inhibition of mutant KRAS signaling or are capable of anchorage-independent growth demonstrate enhanced utilization of mitochondrial oxidative phosphorylation relative to bulk tumor cells^50,51^. Our data build on these collective observations by demonstrating that metabolic complexity is present at baseline within clonal populations derived from the same tumors with a stable genotype.

Indeed, we identify and describe two different metabolic subtypes within mouse and human PDA tumors marked by differential activation of ATF4 by the GCN2 arm of the ISR. Group 2 clones exhibit a more classical GCN2–ATF4 pathway activation in response to mitochondrial stress. By contrast, the group 1 clones have constitutively elevated GCN2–ATF4 signaling and expression of classical ATF4 target genes, including *ASNS*. This leads to constitutive production and release of asparagine through mass action. We then demonstrate that this asparagine can be captured and used by group 2 clones to support proliferation when respiration is inhibited.

Despite the considerable potential for metabolic complexity in tumors, our data still demonstrate that it is possible to target metabolism in cancer cells. Indeed, tumor metabolism has been an attractive target in PDA given the limited impact of conventional chemotherapy and immunotherapy on survival^4^. Phenformin was recently identified as the most effective metabolic inhibitor in a screen of PDA human-derived xenografts^52^. It is currently being examined clinically in other cancer types (NCT03026517), and our data show that this can be potentiated by asparagine depletion using asparaginase. Asparaginase is a widely used clinical agent for the treatment of blood cancers^53^, and it is in clinical trials for pancreatic cancer combined with chemotherapy (NCT02195180)^54^. Furthermore, there are also more specific and potent mitochondrial inhibitors currently being deployed in the clinic^55^, including in pancreatic cancer (NCT03291938), and these could similarly benefit from combination with asparaginase.

Therapeutic application of mitochondrial inhibitors in PDA may have additional avenues of action. For example, we have shown that immunosuppressive tumor-associated macrophages in pancreatic cancer primarily use mitochondrial metabolism^13^. Accordingly, the use of phenformin and other mitochondria-targeting compounds might also serve to sensitize pancreatic tumors to immune-based therapies, similar to that seen targeting glutamine metabolism and the hexosamine biosynthetic pathway^55,56^. Moreover, efforts to classify targetable growth-promoting cross-talk interactions between neoplastic and non-neoplastic cells in the tumor are likely to be enhanced by the growing body of data coming out of single-cell analyses. Together, these will allow us to continue to find useful new targets for these difficult to treat diseases.

These findings also add to a growing body of literature describing the asparagine-mediated cellular processes that promote proliferation under metabolic stress, such as rescuing apoptosis in the absence of glutamine^36,57^ and mediating mTOR signaling and anabolism by promoting amino acid exchange^27,58^. Furthermore, while the role of aspartate in supporting proliferation in the absence of respiration is now well established^29,38^, its limited cell permeability requires supraphysiological concentrations for aspartate to serve this role in pancreatic cancer (Fig. 2e). This likely results from the absence of an appropriate aspartate transporter, typically restricted to neuronal tissues but seen in some other cancers^59,60^. Given that asparagine is capable of promoting proliferation under mitochondrial stress, and at physiological concentrations^28^, there is likely a combination of these identified and further unidentified roles for asparagine, the exploration of which will provide exciting new avenues of study.

## Methods

The experiments in this study were performed in compliance with the Institutional Biosafety Committees and Institutional Animal Care and Use Committees of the University of Michigan (IBC00001639 and PRO00008877, C.A.L.) and the University of California, Irvine (BUA-R315 and AUP-20-102, C.J.H.).

### Cell culture

The clonal cell lines described (E, H, V, K, M, N and T) were isolated from pancreatic tumors from KPC mice and have been previously described^30^. Clonal lines 6419c5, 6694c2, 2838c3 and 6499c4 were derived from KPC mice and have also been previously described^24^. KPC7940B cells were a gift from G. Beatty (University of Pennsylvania). KPC-MT3 cells were a gift from D. Tuveson (Cold Spring Harbor Laboratory). PATC53 cells were obtained from ATCC. Cells were maintained in high-glucose DMEM (Gibco) supplemented with 10% fetal bovine serum (Corning) and routinely tested for mycoplasma contamination using MycoAlert Plus (Lonza). DMSO, oligomycin, phenformin and aminooxyacetic acid were obtained from Sigma, *trans*-ISRIB was obtained from Cayman Chemical and GCN2iB was obtained from MedChemExpress. IACS-10759 was obtained from Selleck Chem. KPC clonal lines were genotyped for *Kras*^G12D^ recombination using primer sets from Jackson Laboratories.

### Metabolite sample preparation

Intracellular metabolite fractions were prepared from cells grown in six-well plates (Corning) that were lysed with cold (−80 °C) 80% methanol and clarified by centrifugation. Metabolite levels of intercellular fractions were normalized to the protein content of a parallel sample, and all samples were lyophilized via speed vac after clarification by centrifugation. Media samples were prepared by collecting 200 µl of conditioned medium or basal medium and adding 800 µl of 100% methanol; the resultant solution was clarified by centrifugation and dried via speed vac. Dried metabolite pellets from cells or media were resuspended in 35 μl of a 50:50 HPLC-grade methanol:water mixture for metabolomics analysis.

### Metabolomics

Steady-state metabolomics analyses were conducted by running samples on either an Agilent 1290 UHPLC-6490 triple quadrupole (QqQ) MS/MS system or an Agilent 1290 Infinity II UHPLC-6470 QqQ MS/MS system. Stable isotopolog tracing analysis was performed on an Agilent 1290 Infinity II UHPLC and 6545B Accurate-Mass Quadrupole Time-of-Flight (MS Q-TOF) LC–MS.

#### 6490 parameters

For negative ion acquisition, a Waters Acquity UPLC BEH amide column (2.1 × 100 mm, 1.7 µm) was used, with mobile phase A consisting of 20 mM ammonium acetate (pH 9.6) in water and mobile phase B consisting of acetonitrile. The following gradient was used: mobile phase B was held at 85% for 1 min, increased to 65% in 12 min and to 40% in 15 min and held for 5 min before going to the initial condition and holding for 10 min. For positive ion acquisition, a Waters Acquity UPLC BEH TSS C18 column (2.1 × 100 mm, 1.7 µm) was used, with mobile phase A consisting of 0.5 mM ammonium fluoride and 0.1% formic acid in water and mobile phase B consisting of 0.1% formic acid in acetonitrile. The following gradient was used: mobile phase B was held at 1% for 1.5 min, increased to 80% in 15 min, increased to 99% in 17 min and held for 2 min before going to the initial condition and holding for 10 min. The column was kept at 40 °C, and 3 µl of sample was injected into the LC–MS/MS with a flow rate of 0.2 ml min^–1^. Tuning and calibration of the QqQ was achieved through Agilent electrospray ionization (ESI) low concentration tuning mix.

Optimization was performed on the 6490 QqQ in negative or positive mode individually for each of the 220 standard compounds to get the best fragment ion and other MS parameters for each standard. Retention time for each standard of the 220 standards was measured from pure standard solution or a mix standard solution. The LC–MS/MS method was created with dynamic multiple reaction monitoring ((d)MRMs) with retention times, retention time windows and MRMs of all the 220 standard compounds.

In both acquisition modes, key parameters of Agilent Jet Stream ESI were a gas temperature of 275 °C, gas flow of 14 liters min^–1^, nebulizer at 20 psi, sheath gas heater at 250 °C, sheath gas flow of 11 liters min^–1^ and capillary voltage of 3,000 V. For negative-mode MS, delta EMV was 350 V, cycle time was 500 ms and the cell accelerator voltage was 4 V. For positive acquisition mode MS, the delta EMV was set at 200 V with no change in cycle time and cell accelerator voltage.

#### 6470 parameters

The Agilent QqQ 6470 LC–MS system consists of a 1290 Infinity II LC flexible pump (Quaternary Pump), 1290 Infinity II multisampler, 1290 Infinity II multicolumn thermostat with a six-port valve and a 6470 QqQ mass spectrometer. Agilent Masshunter Workstation Software LC–MS Data Acquisition for 6400 Series QqQ MS with version B.08.02 was used for compound optimization and sample data acquisition.

Solvent A was 97% water and 3% methanol, 15 mM acetic acid and 10 mM tributylamine at a pH of 5. Solvent C was 15 mM acetic acid and 10 mM tributylamine in methanol. Washing solvent D was acetonitrile. The LC system seal-washing solvent was 90% water and 10% isopropanol; the needle wash solvent was 75% methanol and 25% water. The following associated chemicals were obtained: GC-grade tributylamine 99% (Acros Organics), LC–MS-grade acetic acid Optima (Fisher Chemical), InfinityLab Deactivator additive, ESI-L low concentration tuning mix (Agilent Technologies), LC–MS-grade solvents of water and acetonitrile, methanol (Millipore) and isopropanol (Fisher Chemical).

For separation, an Agilent ZORBAX RRHD Extend C18 column (2.1 × 150 mm, 1.8 µm) and ZORBAX Extend Fast Guards for UHPLC were used. The LC gradient profile was at 0.25 ml min^–1^, 0–2.5 min, 100% A; 7.5 min, 80% A and 20% C; 13 min 55% A and 45% C; 20 min 1% A and 99% C; 24 min 1% A and 99% C; 24.05 min 1% A and 99% D; 27 min 1% A and 99% D; at 0.8 ml min^–1^, 27.5–31.35 min, 1% A and 99% D; at 0.6 ml min^–1^, 31.50 min, 1% A and 99% D; at 0.4 ml min^–1^, 32.25–39.9 min, 100% A; at 0.25 ml min^–1^, 40 min, 100% A. The column temperature was kept at 35 °C, and samples were at 4 °C. The injection volume was 2 µl.

The 6470 QqQ was calibrated with ESI-L low concentration tuning mix. The following source parameters were used: gas temperature of 150 °C, gas flow of 10 liters min^–1^, nebulizer at 45 psi, sheath gas temperature of 325 °C, sheath gas flow of 12 liters min^–1^, capillary voltage of −2,000 V and delta EMV of −200 V. Dynamic MRM scan type was used with a 0.07-min peak width and acquisition time of 24 min. Delta retention time of ±1 min, fragmentor of 40 eV and cell accelerator of 5 eV were incorporated in the method.

The MassHunter Metabolomics Dynamic MRM Database and Method was used for target identification. Key parameters of the Agilent Jet Stream ESI were gas temperature of 150 °C, gas flow of 13 liters min^–1^, nebulizer at 45 psi, sheath gas temperature of 325 °C, sheath gas flow of 12 liters min^–1^, capillary voltage of 2,000 V, nozzle at 500 V and detector delta EMV at 200 V.

#### 6545 parameters

Chromatography followed the same method and setup as the 1290 Infinity II LC method listed above for the 6740 parameters. MS was performed with an Agilent G6545B MS Q-TOF with Dual AJD ESI sources in Profile Mode. The following instrument parameters were used: gas temperature of 250 °C, gas flow of 13 liters min^–1^, nebulizer at 35 psi, sheath gas temperature at 325 °C and sheath gas flow of 12 liters min^–1^. The following scan source parameters were used: negative polarity, collision energy 0, VCap 3,500 V, nozzle voltage 1,000 V, fragmentor 130 V, Skimmer1 60 V and OctopoleRFPeak 750 V. Auto calibration with reference masses of negative ions of 980.01637500 and 59.01390000 Da from the Agilent Reference Mix Solution were used. Calibration of MS Q-TOF 6545B with Agilent TOF calibration standard solution with a 1:100 dilution with 90% acetonitrile and 10% water solvent mixture was performed.

The QqQ data were preprocessed with Agilent MassHunter Workstation Quantitative Analysis software (B0700). Additional analyses were postprocessed for further quality control in the programming language R. In addition to preprocessing normalization by sample protein concentration, post-run samples were further normalized by the total intensity of all metabolites up to, but not exceeding, 20% variation. Samples with greater variation were excluded from further analysis. Finally, each metabolite abundance level in each sample was divided by the median of all abundance levels across all samples for proper comparisons, statistical analyses and visualizations among metabolites. Data were assessed by a two-tailed *t*-test with a significance threshold level of 0.05.

Heat maps were generated and data were clustered using a one minus Pearson correlation and average linkage across rows and columns on the Morpheus Matrix Visualization and Analysis tool (https://software.broadinstitute.org/morpheus).

The stable isotopolog tracing analysis was performed in Agilent MassHunter Profinder (10.0). Metabolites were verified by independent standards and used to create a database of retention times in Agilent MassHunter PCDL Manager (B0700) along with the Agilent 6470 dMRM database of the 220-metabolite library, which includes retention time and molecular formula information. The metabolite library was applied to the raw data through the isotopolog wizard to determine isotope distribution data.

### Lactate production measurement

Lactate measurements were performed using the lactate fluorescence assay kit (Biovision, K607). Assays were performed according to the manufacturer’s instructions. Lactate levels were measured using a SpectraMax M3 microplate reader (Molecular Devices).

### Citrate synthase assay

The citrate synthase assay followed a slightly modified protocol from http://wiki.oroboros.at/index.php/MiPNet17.04_CitrateSynthase. Briefly, a small aliquot of cells in suspension (72,000 cells) was placed in a solution containing 300 mM Tris (pH 8.1; T1503, Sigma), 0.25% Triton X-100 (T8532, Sigma), 0.31 mM acetyl-CoA (A2181, Sigma), 0.1 mM DTNB (D218200, Sigma) and 0.5 mM oxaloacetate (04126, Sigma) at 30 °C. Immediately, the increase in absorbance was measured at a wavelength of 412 nm. The rate of increase is directly proportional to the citrate synthase activity (extinction coefficient of TNB at 412 nm and pH 8.1 is 13.6 mM^–1^ cm^–1^). The assays were performed in triplicate, and the clones were measured on four separate time points from different culture plates.

### Seahorse metabolic flux assay

Seahorse assays were performed using a XF-96 Extracellular Flux Analyzer (Agilent). The day before the assay, sensor cartridges were preincubated in distilled water overnight, and cells were seeded at 12,000–15,000 cells per well. The next day, cells were washed, and medium was switched to Seahorse DMEM medium (pH 7.4; Agilent, 103575) supplemented with 25 mM glucose (Agilent, 103577) and 4 mM glutamine (Agilent, 103579). Cells were allowed to equilibrate for 0.5–1 h in a non-CO_2_ incubator at 37 °C before the assay. Sensor cartridges were hydrated in in XF calibrant (Agilent, 100840) for 1 h in a non-CO_2_ incubator at 37 °C. Hydrated cartridges were loaded with oligomycin (2 μM), FCCP (0.5–2 μM) and rotenone/antimycin A (1 μM) for the mitostress test or rotenone/antimycin A (1 μM) and 2-deoxyglucose (50 mM) for the glycolytic rate assay. After the assay, measurements were adjusted/normalized based on cell density using CyQuant (Invitrogen). The metabolic phenotype was determined based on basal oxygen consumption rate and extracellular acidification rate measurements (that is, before inhibitor treatment). Spare respiratory capacity was determined by subtracting basal oxygen consumption rate from maximal oxygen consumption rate measurements.

### NAD(P)H FLIM imaging

FLIM imaging was performed as previously described^61^. Briefly, 5 × 10^4^ cells were seeded in eight-well chamber cover glass (CellVis). After 48 h, the cells were subjected to Phasor FLIM imaging. The imaging plane was chosen close to the coverslip, and the fraction was evaluated in the area below the nucleus.

### Mitochondrial staining

Cells were stained with MitoTracker Red (Thermo Fisher), MitoTracker Green (Thermo Fisher) or TMRM (Thermo Fisher) for 30 min and detached and assessed via flow cytometry on an ACEA NovoCyte Quanteon using NovoExpress flow cytometry software (version 1.6.0); representative gating is shown in Supplemental Fig. 1. MitoTracker Red images were obtained on Amnis ImageStream X Mk II. Histograms were generated using FloJo (v10.8) software, and an equal number of cells was plotted per peak.

### Cell viability/proliferation assays

One thousand cells were seeded per well in a 96-well plate and placed on an orbital rocker for 20 min to ensure even spreading. Cells were equilibrated overnight, and compounds were added the next day. FX11, oligomycin, aminooxyacetic acid (AOA) and phenformin plates were read 4 d later on the IncuCyte S3 using phase object confluence as a readout. The half-maximum inhibitory concentration (IC_50_) values of oligomycin, phenformin and AOA were determined using GraphPad Prism 9. FX11 sensitivity was determined empirically, and data were presented by normalizing endpoint confluence to vehicle-treated cells. To calculate cell doubling times, cell confluence area was tracked kinetically on an IncuCyte S3 using phase object confluence for 72 h, and the growth curve was fit to an exponential (Malthusian) growth function using GraphPad Prism 9.

### Amino acid, pyruvate, α-ketobutyrate and nucleoside rescues

Cells were treated in triplicate with either a cocktail containing all NEAAs at 100 µM (Thermo Fisher) or individual amino acids added at a final concentration of 100 µM (Thermo Fisher). Aspartate (20 mM) was prepared directly in DMEM. Pyruvate (Thermo Fisher) was used at 1 mM and α-ketobutyrate at 500 µM. One hour after treatment, oligomycin or vehicle was added. Nucleoside cocktail (Millipore, ES-008-D) was used at 1× concentration. Plates were read 4 d later on the IncuCyte S3 using phase object confluence as a readout. Sensitivity was determined by treating each cell line at the same concentration and normalizing endpoint confluence to vehicle-treated cells.

### Generation of fluorescent cell lines

Lentiviral constructs containing the orange fluorescent marker were generously donated from Essen BioScience, Nuc-Red was a gift from G. Luker and green fluorescent protein (GFP) luciferase was a gift from E. Abel. Cells were seeded at 250,000 cells per well in clear six-well plates (Corning, 3516) and left to attach overnight. The next day, lentiviral constructs were added with polybrene transfection reagent (Sigma). Medium was changed 24 h later. After 48 h, puromycin was added to select transfected cells. New medium with puromycin was refreshed every 48 h. For the GFP luciferase-labeled cells, infected cells were enriched to a <99% GFP^+^ population by fluorescence-activated cell sorting (FACS).

### FACS

Transduced cells were detached with Accutase (Thermo Fisher), pelleted through centrifugation, resuspended in FACS buffer (PBS + 5% bovine serum albumin and 0.5 mM EDTA) and filtered through a 40-µm cell strainer. Cells were sorted on a FACSAria Fusion (BD) using FACSDiva (v8.0.1), gating on live singlets with strong expression of GFP, as shown in the representative gating strategy in Supplemental Fig. 2.

### Coculture assays

Cells were grown on clear 96-well plates (Thermo Fisher, 167425) at 1,000 total cells per well in triplicate and grown for 4 d. Each well was seeded with 500 fluorescently labeled cells and 500 non-labeled cells and immediately placed on an orbital rocker for 20 min to ensure adequate distribution of cells. Cells were left in the incubator to attach overnight, and inhibitors were added the following day. At endpoint, total fluorescent area per well was read using the IncuCyte S3 with IncuCyte Imager Software (2019B). The GCN2iB and ISRIB proliferation assays were performed with Nuc-Red-labeled cells imaged and analyzed on a Cytation 5 (Biotek) using Gen5 Software (v3.11). The PATC53 clonal experiments were performed with GFP-labeled cells imaged and analyzed on a Cytation 5 (Biotek).

### Asparagine synthetase knockdown

ON-TARGETplus siRNA targeting mouse *Asns* was purchased from Dharmacon (L-047839-01-0005) with ON-TARGETplus non-targeting siRNAs as a control (D-001810-10). Cell lines were transfected in six-well plates using Lipofectamine RNAiMAX transfection reagent (Thermo Fisher) per the manufacturer’s instructions. Coculture viability assays were performed on the IncuCyte S3 as described. Parallel transfected and non-transfected cell lines were collected for protein analysis to confirm *Asns* knockdown via western blotting.

### Western blotting

Lysates were quantified by bicinchoninic acid assay (Thermo Fisher Scientific), and equal protein amounts were run on SDS–PAGE gels. Proteins were transferred from SDS–PAGE gels to Immobilon-FL PVDF membranes, blocked and incubated with primary antibodies. After washing, membranes were incubated in secondary antibody, washed and exposed on a Bio-Rad Chemidoc using Bio-Rad Imager Software (v6.1) with West Pico ECL (Thermo Fisher Scientific). Quantitation was done using ImageJ v1.52a.

### Antibodies

The antibodies used in this study are detailed in the Reporting Summary.

### Transwell colony-forming assay

Cells visualized for colonies were grown on clear 24-well plates (Corning, CLS3527) at 200 cells per well for 10 d. Transwell cells were grown on inserts (6.5 mm, 4-µm pore size, polyester) at 1,000 cells per insert (Corning, 3470). Oligomycin (0.25 nM) or vehicle was refreshed every 48 h. Colonies were fixed with 100% methanol, stained with 0.5% crystal violet and rinsed six times with water. Colonies were imaged with a Bio-Rad Chemidoc, and area was quantified using ImageJ.

### Gene set enrichment analysis

DESeq2 analysis was performed on RNA-sequencing data from the clones to identify differentially expressed genes (DEGs) between the two metabolic classes, group 1 (V, E and H) and group 2 (K, M, N and T). 

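With the clone as the replicate, edgeR's quasi-likelihood test called 0 of the 14829 genes between groups 1 and 2 at a Benjamini-Hochberg adjusted p-value under 0.1, and 874 genes had an unadjusted p-value under 0.05. The gene with the smallest adjusted p-value, named after its values were seen, was Cd34 (chromosome 1 of GRCm38, 194938819 to 194961279). It was between 0.130 and 0.394 CPM in the group 1 clones and between 19.0 and 61.0 CPM in the group 2 clones, a log2 fold change of −7.22 (standard error 0.68, adjusted p = 0.142). The group 1 clones all lay above the group 2 clones in 324 genes and all below in 474, together 5.38% of the genes against 5.71% expected by chance.

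DESeq2 on the same sums called 157 genes, 86 of them higher and 71 lower in group 1. The setting that moved the count most treated each of the 28 mono-culture libraries as a replicate of its group, although libraries of one clone are not independent samples of that group. DESeq2 then called 5085 genes, 2364 higher and 2721 lower in group 1, and edgeR called 4111, 1934 higher and 2177 lower. Leaving out each clone in turn from the sums gave between 0 and 3 genes, except that 346 genes passed without clone E. The count was 0 without N or T, with 972 and 612 genes at an unadjusted p-value under 0.05. Within sheet A, 3 genes passed, all lower in group 1: Cd34, and Cd27 and Gstt1, which were likewise named after their values were seen.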

Significant DEGs were selected with an adjusted *P* value cutoff of <0.1. Preranked gene set enrichment analysis was then performed on the significant DEG list to identify hallmark gene set enrichment in group 1 and group 2. 

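Preranked enrichment was run with fgsea on the 5085 genes that DESeq2 called between the 28 mono-culture libraries, ranked by the Wald statistic, since the paper's text does not name the ranking. The p-values come from permutations of the genes and not of the clones. With negative normalized enrichment scores for group 1, the EMT list (82 genes among those called) scored −2.19 (adjusted p = 0.000272, permutation of genes). Myc target list 1 (67 genes) scored −3.63 (adjusted p = 1.22e-12, permutation of genes). A list of genes of oxidative phosphorylation (29 genes) scored −1.35 and was not called (adjusted p = 0.136, permutation of genes). A further 7 lists had between 3 and 12 genes among those called, fewer than the 15 required, and were not tested. With all 14829 genes of the edgeR fit ranked instead, the scores of these lists were also on the side of group 1, with 1.81 for EMT and 2.68 for Myc target list 1 when group 1 is given the positive sign. From the sets enriched in group 1, the paper goes on to examine MAPK signaling and c-Myc in the clones by immunoblotting (Fig. 4a,b).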

Negative normalized enrichment scores indicate gene set enrichment in group 1, while positive normalized enrichment scores indicate gene set enrichment in group 2. A false discovery rate *q* value of <0.25 and a nominal *P* value of <0.1 were used to determine significantly enriched hallmark gene sets in both groups.

### Single-cell RNA-sequencing analysis

Human data were obtained from previously published deidentified datasets (GSE155698). PDA human tumor cells (identified by established lineage markers including *KRT18*, *KRT19*, *MUC1*, *TFF1* and *KRT8*) were processed using the Seurat pipeline in R. Dimensionality reduction was performed in Seurat (V3.1.4) via principal-component analysis on the top 3,000 highly variable genes followed by uniform manifold approximation and projection (UMAP) visualization using the top 30 significant components. Clustering was performed using a Louvain algorithm until distinct populations were identified by differentially expressed marker genes (resolution of 1.2), and metabolic gene signatures were visualized using pheatmap in R. Code will be deposited on GitHub after publication.

### Tumor model

KPC7940B cells (2 × 10^6^) were suspended in a 1:1 Matrigel:DMEM mixture and injected subcutaneously in the flanks of syngeneic mice, and 5 × 10^4^ KPC7940B or KPC-MT3 cells were suspended in a 1:1 Matrigel:DMEM mixture and injected orthotopically into C57BL/6J mice (Jackson Laboratories). A total of 1 × 10^6^ clone N cells, 1 × 10^6^ clone V cells or 5 × 10^5^ each of clone N and V cells were injected subcutaneously into the flanks of Nu/Nu mice (Jackson Laboratories). Mice were maintained in specific pathogen-free housing with access to standard diet (Irradiated 5Lod (LabDiet)) and water ad libitum at constant ambient temperature and a 12-h light cycle. Female mice 8 weeks of age were used for tumor implantation experiments and randomized into treatment arms, and all experiments were conducted in accordance with the Office of Laboratory Animal Welfare and approved by the Institutional Animal Care and Use Committees of the University of Michigan and the University of California, Irvine. Maximum tumor burden was limited to 2 cm in any direction, and this metric was not exceeded in this study. Animal numbers were determined in previous work^13^. Mice were excluded from analysis in the case of ulceration or other unrelated complications before the experimental endpoint. Phenformin was administered in drinking water containing 5 mg ml^–1^ sucralose, as previously described, and PEGylated asparaginase (Oncaspar) was injected intraperitoneally at 2 UI per 100 µl of PBS every 72 h.

### Histology

Mice were killed by CO_2_ asphyxiation, and tissue was quickly collected and fixed overnight at room temperature with Z-fix solution (Anatech). Tissues were processed using a Leica ASP300S tissue processor, paraffin embedded and cut into 5-µm sections. Immunohistochemistry was performed on a Discovery Ultra XT autostainer (Ventana Medical Systems) and counterstained with hematoxylin. Hematoxylin and eosin staining were performed per the manufacturer’s instructions. Human PDA tissue was obtained from deidentified individuals through the University of Michigan Central Biorepository.

### Statistics and reproducibility

All experiments were run a minimum of two times with at least three biological replicates, with the exception of the metabolomics studies, which were run once using samples prepared from biological replicates (*n* = 3). Statistics were performed using GraphPad Prism 9 (GraphPad Software). Groups of two were analyzed by two-tailed Student’s *t*-test or two-tailed Mann–Whitney test, and groups greater than two were compared by one-way analysis of variance (ANOVA) with a Tukey post hoc test. All error bars, group numbers and explanation of significant values are presented within the figure legends. The following values are used to denote significance: *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 and ****P ≤ 0.0001. If multiple significance values were included in a comparison, the least significant comparison was indicated in the figure; all exact *P* values can be found in the Source Data tables. Sample sizes were determined by previous experiments performed in our groups. No data were excluded from the analyses. The experiments were not randomized, and investigators were not blinded to allocation during experiments and outcome assessment. Data distribution was assumed to be normal, but this was not formally tested.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Figs. 1 and 2.

Reporting Summary

Supplementary Table 1 Supplementary Tables 1–4.

## Data Availability

Clonal cell line (mouse PDA clones V, E, H, K, M, N and T) RNA-sequencing data have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database and can be accessed through GEO SuperSeries accession number GSE135436. Human data were reanalyzed from deidentified single-cell RNA-sequencing data available from the NIH GEO database under the accession number GSE155698. Other data that support the findings of this study are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 4 Unprocessed western blots.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 5 Unprocessed western blots.
Source Data Fig. 6 Statistical source data.
Source Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 1 Unprocessed western blots.
Source Data Extended Data Fig. 1 Statistical source data.
Source Data Extended Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 4 Statistical source data.
Source Data Extended Data Fig. 5 Statistical source data.
Source Data Extended Data Fig. 5 Unprocessed western blots.
Source Data Extended Data Fig. 6 Unprocessed western blots.
Source Data Extended Data Fig. 8 Statistical source data.
Source Data Extended Data Fig. 8 Unprocessed western blots.
Source Data Extended Data Fig. 10 Statistical source data.

# Supplementary material for: Differential integrated stress response and asparagine production drive symbiosis and therapy resistance of pancreatic adenocarcinoma cells
**Source:** Nat Cancer. 2022 Nov 21;3(11):1386–403. doi: 10.1038/s43018-022-00463-1
**Supplement:** Supplementary file 1 — Supplementary Figs. 1 and 2.

# Differential integrated stress response and asparagine production drive symbiosis and therapy resistance of pancreatic adenocarcinoma cells

---

In the format provided by the  
authors and unedited

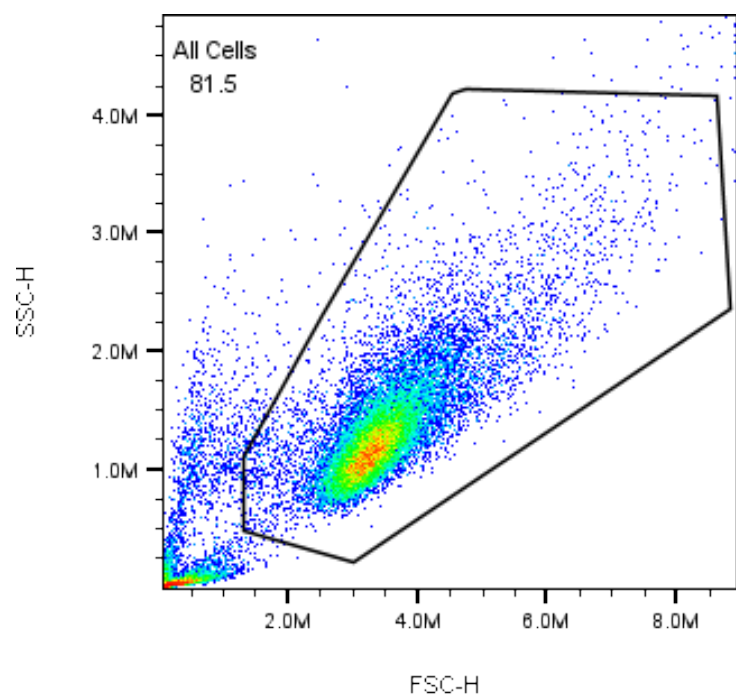

TMRM MTG(2)\_B1\_Sample8.fcs  
 Ungated  
 25465

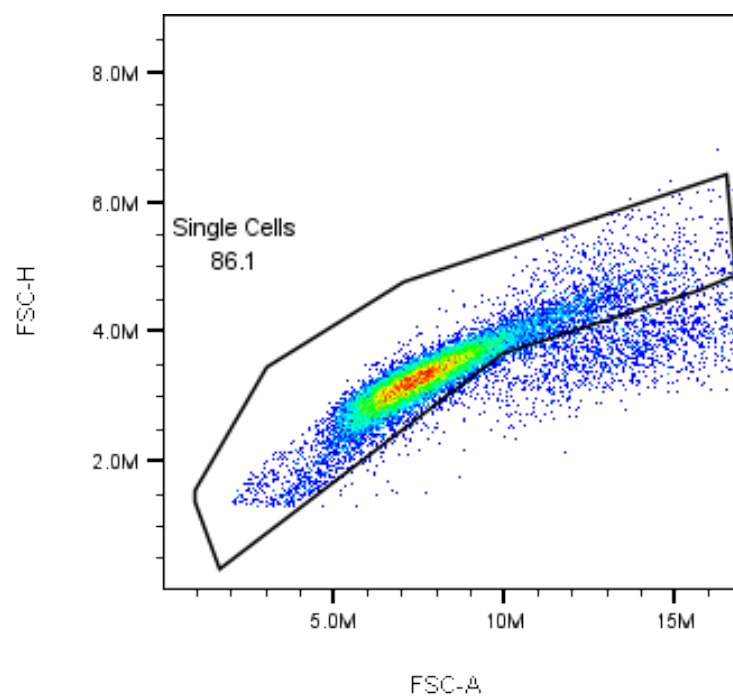

TMRM MTG(2)\_B1\_Sample8.fcs  
 All Cells  
 20750

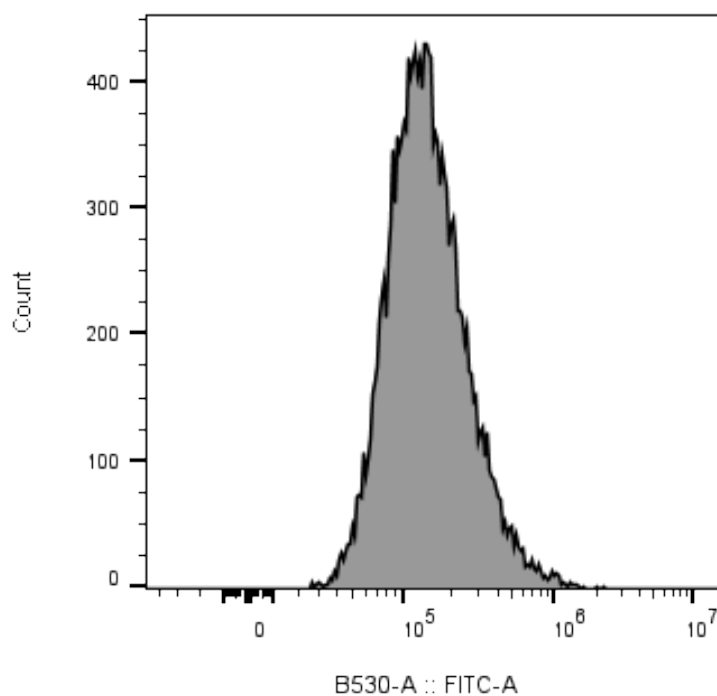

TMRM MTG(2)\_B1\_Sample8.fcs  
 Single Cells  
 17856

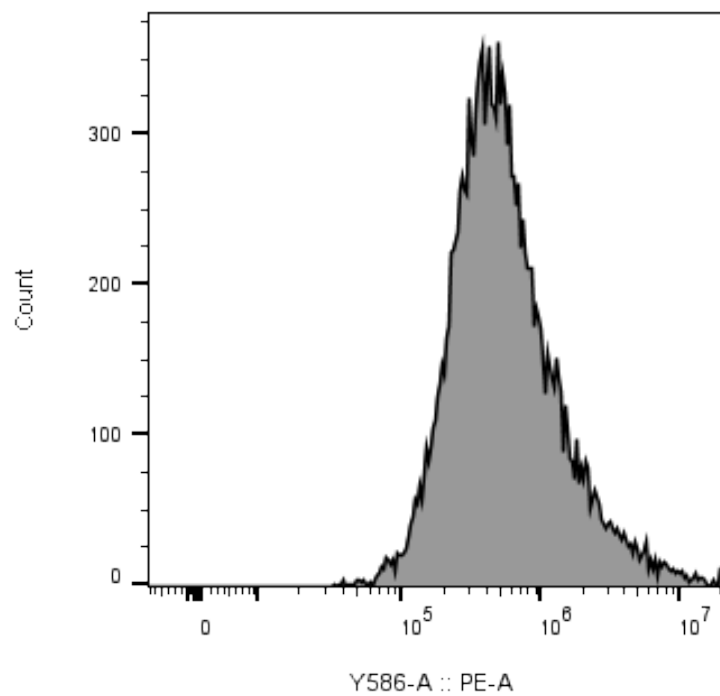

TMRM MTG(2)\_B1\_Sample8.fcs  
 Single Cells  
 17856

Supplemental Figure 1: Mitochondrial staining gating strategy. Cells were gated on singlets and then fluorescence recorded in the FITC and PE A channels.

# BD FACSDiva 8.0.1

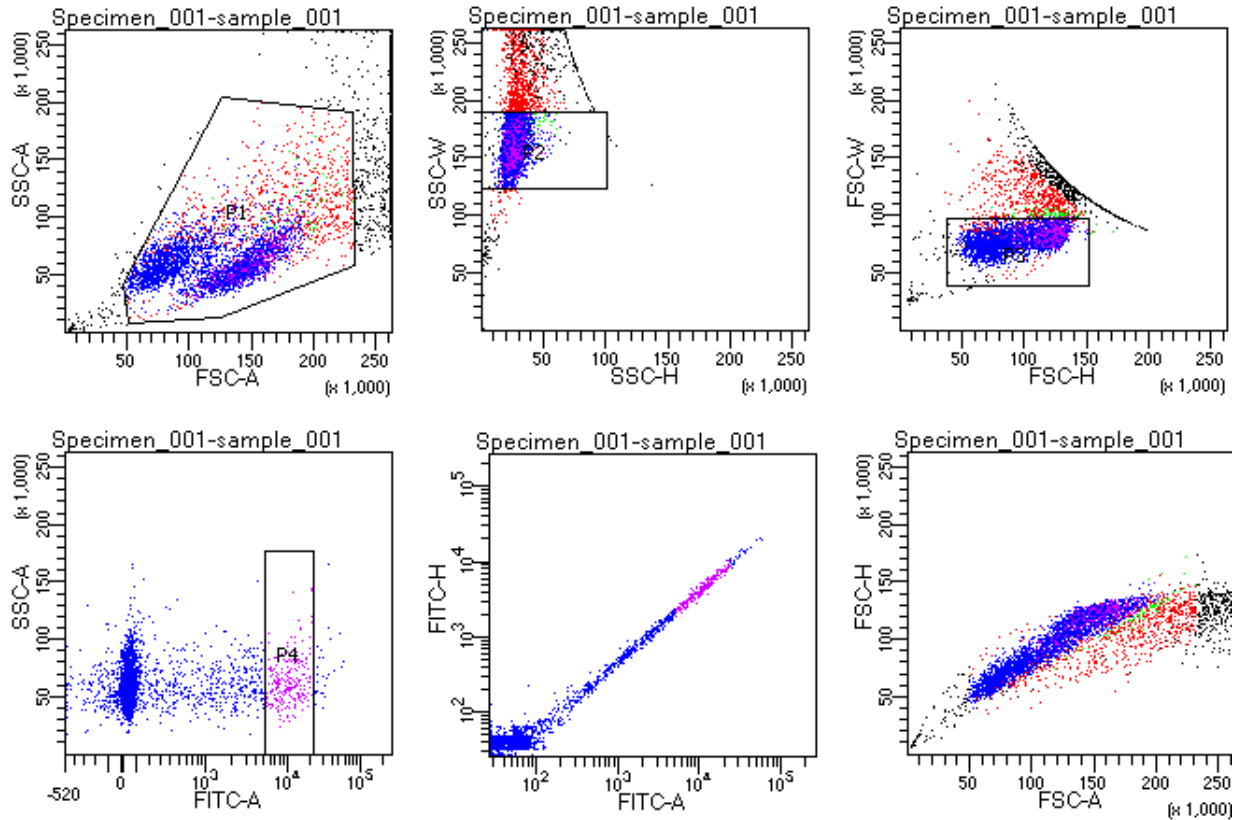

| Tube: sample_001 |         |         |        |
|------------------|---------|---------|--------|
| Population       | #Events | %Parent | %Total |
| All Events       | 5,355   | ####    | 100.0  |
| P1               | 4,041   | 75.5    | 75.5   |
| P2               | 3,179   | 78.7    | 59.4   |
| P3               | 3,114   | 98.0    | 58.2   |
| P4               | 247     | 7.9     | 4.6    |
| P5               | 0       | 0.0     | 0.0    |

Supplemental Figure 2: FACS sorting strategy. Cells were first gated on singlets, then gated on GFP fluorescence through the FITC channel. The top 2% brightests were excluded, and the next 8% brightest sorted.

# Supplementary material for: Differential integrated stress response and asparagine production drive symbiosis and therapy resistance of pancreatic adenocarcinoma cells
**Source:** Nat Cancer. 2022 Nov 21;3(11):1386–403. doi: 10.1038/s43018-022-00463-1
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Agilent Mass Spectrometry software (vB0700), BioRad Imager Software (v6.1), Gen5 Cytation Software (v3.11), FACSDiva (v8.0.1), NovoExpress flow cytometry software (version 1.6.0), and IncuCyte Imager Software (2019B) were all used as described in the methods. |
| Data analysis   | Image J (v1.52a), FloJo (v10.8), Morpheus Matrix Visualization and analysis tool, and GraphPad Prism 9 were used as described in the methods.                                                                                                                       |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Clonal cell line (murine PDA clones V, E, H, K, M, N, T) RNA sequencing data has been deposited in the NCBI's Gene Expression Omnibus database and can be accessed through GEO SuperSeries accession number GSE135436. Human patient data was re-analyzed from deidentified scRNA-seq data available from the NIH

Gene Expression Omnibus database under the accession number GSE155698. Other data that support the findings of this study are available from the corresponding authors upon reasonable request.  
Code for the single-cell analyses has been deposited at Github at <https://github.com/halbrook/HalbrookLab/blob/main/Clonal%20Heterogeneity%20NatCan2022.R>.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                     |
|-----------------------------|---------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | Sex and gender were not provided or used in the selection of slides for histological analysis.                      |
| Population characteristics  | University of Michigan patients with confirmed Pancreatic Ductal Adenocarcinoma eligible for surgical resection.    |
| Recruitment                 | Deidentified samples from the tissue repository supported by IRB (HUM00025339) were used for histological analysis. |
| Ethics oversight            | University of Michigan Institutional Review Board (HUM00025339).                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | In vivo study numbers were determined by a power analysis assuming a power of 90% (0.90) and a 5% significance level (alpha = 0.05). Our Cohen's coefficient was d=2 and was empirically derived using values from previous iterations of these experiments (see Halbrook et al., Cell Metabolism 2019). |
| Data exclusions | No data was excluded from analyses in this manuscript.                                                                                                                                                                                                                                                   |
| Replication     | All experiments were successfully reproduced a minimum of three times with at least 3 biological replicates, with the exception of the metabolomics studies which were run once using samples prepared from biological replicates (n=3).                                                                 |
| Randomization   | Tumor bearing mice were randomized onto treatment arms.                                                                                                                                                                                                                                                  |
| Blinding        | Blinding was not possible as the treatments were administered by the same party responsible for data collection.                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                  |
|-----------------|----------------------------------------------------------------------------------|
| Antibodies used | Asparagine synthetase Antibody (G-10) sc-365809 Santa Cruz 1:1000 (Western Blot) |
|-----------------|----------------------------------------------------------------------------------|

## Antibodies used

Asparagine synthetase antibody 14681-1-AP Proteintech 1:250 (Immunohistochemistry)  
 ATF-4 (D4B8) Rabbit mAb #11815 Cell Signaling 1:1000  
 ATF-6 antibody #75478 Novus 1:1000  
 SHMT2 Antibody #12762 Cell Signaling 1:1000  
 Phospho-GCN2 (Thr899) (E1V9M) #94668 Cell Signaling 1:500  
 IRE1a Antibody (14C10) #3294 Cell Signaling 1:1000  
 Anti-IRE1 (phospho S724) antibody #ab48187 Abcam 1:1000  
 HRI Antibody #MBS2538144 MyBioSource 1:1000  
 Phospho-PERK-T982 #AP0886 AbClonal 1:1000  
 PERK antibody (C33E10) #3192 Cell Signaling 1:1000  
 Anti-Phospho-PKR (Thr446) #37704 Invitrogen 1:1000  
 PKR Antibody #3072 Cell Signaling 1:1000  
 Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (E10) Mouse mAb #9106 Cell Signaling 1:1000  
 p44/42 MAPK (Erk1/2) (137F5) Rabbit mAb #4695 Cell Signaling 1:1000  
 c-Myc (D84C12) #5605 Cell Signaling 1:1000  
 Slug (C19G7) Rabbit mAb #9585 Cell Signaling 1:1000  
 HIF-1α (D1S7W) XP® Rabbit mAb #36169 Cell Signaling 1:1000  
 Cleaved Caspase-3 (Asp175) (5A1E) Rabbit mAb #9664 Cell Signaling 1:1000  
 Vinculin (E1E9V) XP #13901 Cell Signaling 1:5000  
 Anti-rabbit IgG, HRP-linked Antibody #7074 Cell Signaling 1:5000  
 Anti-mouse IgG, HRP-linked Antibody #7076 Cell Signaling 1:5000

## Validation

All antibodies were validated by their commercial sources as indicated below:

Asparagine synthetase Antibody (G-10) sc-365809 Santa Cruz, Asparagine synthetase Antibody (G-10) is a high quality monoclonal Asparagine synthetase antibody suitable for the detection of the Asparagine synthetase protein of mouse, rat and human origin. Antibody is suitable for western blot, immunohistochemistry, immunoprecipitation, and immunofluorescence.

Asparagine synthetase antibody 14681-1-AP Proteintech is validated in human and predicted to react with mouse and rat. It is suitable for Western Blot, immunoprecipitation, and immunofluorescence.

ATF-4 (D4B8) Rabbit mAb #11815 Cell Signaling recognizes endogenous levels of total ATF-4 protein. Species Reactivity: Human, Mouse, Rat. Validated applications: Western Blotting, Immunoprecipitation, Immunofluorescence (Immunocytochemistry), Chromatin IP, Chromatin IP-seq, CUT&RUN

ATF-6 antibody #75478 Novus is suitable for detection of Human and Mouse ATF6. Suitable applications include Western Blot, Simple Western, ICC/IF.

SHMT2 Antibody #12762 Cell Signaling antibody recognizes endogenous levels of total SHMT2 protein. Species Reactivity include Human, Mouse, Rat, Monkey. It is suitable for western blotting.

Phospho-GCN2 (Thr899) (E1V9M) #94668 Cell Signaling rabbit mAb recognizes endogenous levels of GCN2 protein only when phosphorylated at Thr899. Species Reactivity: Human Species predicted to react based on 100% sequence homology: Mouse, Rat. Suitable applications Western Blotting, Immunofluorescence (Immunocytochemistry), Flow Cytometry (Fixed/Permeabilized).

IRE1a Antibody (14C10) #3294 Cell Signaling rabbit mAb detects endogenous levels of total IRE1α protein. Species Reactivity: Human, Mouse, Rat. Suitable applications western blot, immunoprecipitation.

Anti-IRE1 (phospho S724) antibody #ab48187 Abcam Suitable for: WB, ELISA, IHC-P  
 Reacts with: Mouse, Human, Recombinant fragment.

HRI Antibody #MBS2538144 MyBioSource is a Rabbit polyclonal antibody. Species Reactivity includes Human, Mouse, Monkey. Suitable for Western Blot (WB), Immunohistochemistry-paraffin (IHC-p), and ELISA (EIA).

Phospho-PERK-T982 #AP0886 AbClonal is a rabbit polyclonal antibody. Cross-Reactivity Human, Mouse, Rat. Suitable application: Western Blot.

PERK antibody (C33E10) #3192 Cell Signaling is a rabbit monoclonal antibody reactive to Human, Mouse, Rat, and Monkey. Suitable application is western blot.

Anti-Phospho-PKR (Thr446) #37704 Invitrogen is a rabbit polyclonal antibody suitable for western blots, reactive to human.

PKR Antibody #3072 Cell Signaling is a rabbit polyclonal antibody rabbit suitable for immunoprecipitation and western blots, reactive to human.

Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (E10) Mouse mAb #9106 Cell Signaling is reactive to Human, Mouse, Rat, Hamster, Monkey, Mink, Zebrafish, Bovine, Pig. It is suitable for flow cytometry and western blotting.

p44/42 MAPK (Erk1/2) (137F5) Rabbit mAb #4695 Cell Signaling is reactive to Human, Mouse, Rat, Hamster, Monkey, Mink, Zebrafish, Bovine, Pig, D. melanogaster, Dog, and C. elegans. Suitable applications include western blotting, immunoprecipitation, immunohistochemistry, immunofluorescence, and flow cytometry.

c-Myc (D84C12) #5605 Cell Signaling is reactive to human, mouse, and rat. Appropriate applications include western blotting and immunofluorescence.

Slug (C19G7) Rabbit mAb #9585 Cell Signaling is reactive to human and mouse. Appropriate applications include western blotting and immunofluorescence, and flow cytometry.

HIF-1α (D1S7W) XP® Rabbit mAb #36169 Cell Signaling is reactive to human, mouse, and monkey. Suitable applications include western blotting, immunoprecipitation, immunohistochemistry, immunofluorescence, flow cytometry, chromatin IP, and CUT and Run.

Cleaved Caspase-3 (Asp175) (5A1E) Rabbit mAb #9664 Cell Signaling is reactive to human, mouse, rat, and monkey. Appropriate applications include western blotting and immunofluorescence, and flow cytometry.

Vinculin (E1E9V) XP #13901 Cell Signaling is reactive to human, mouse, rat, and monkey. It is suitable for western blotting, immunohistochemistry, and flow cytometry.

Anti-rabbit IgG, HRP-linked Antibody #7074 Cell Signaling is designed for use with rabbit polyclonal and monoclonal antibodies, this affinity purified goat anti-rabbit IgG (heavy and light chain) antibody is conjugated to horseradish peroxidase(HRP) for chemiluminescent detection. This product is thoroughly validated with CST primary antibodies.

Anti-mouse IgG, HRP-linked Antibody #7076 Cell Signaling is an affinity purified horse anti-mouse IgG (heavy and light chain) antibody is conjugated to horseradish peroxidase(HRP) for chemiluminescent detection. This product is thoroughly validated with CST primary antibodies.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Clonal cell lines E, H, K, M, N, T, V were derived from murine KrasG12D; PDX-1Cre, Trp53R172H (KPC) tumors and previously reported (doi:http://dx.doi.org/10.2139/ssrn.3486019.). Clonal lines 6419c5, 6694c2, 2838c3, and 6499c4 were derived from KPC tumors and previously described (doi:10.1016/j.immuni.2018.06.006). PATC53 clones were obtained commercially through ATCC. |
| Authentication                                                    | Cell lines were not authenticated commercially.                                                                                                                                                                                                                                                                                                                                    |
| Mycoplasma contamination                                          | All cell lines were routinely tested for mycoplasma.                                                                                                                                                                                                                                                                                                                               |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No cell lines on this list were used to generate any data presented in this manuscript.                                                                                                                                                                                                                                                                                            |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J, and Nu/Nu mice were obtained from Jackson Laboratories and used at 8 weeks of age. Mice were maintained in specific pathogen-free housing with access to standard diet (Irradiated 5Lod ) and water ad libitum at constant ambient temperature and a 12-hour light cycle. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                            |
| Reporting on sex        | Female animals were used for tumor studies, as outlined in the methods, and sex was not considered in the study design.                                                                                                                                                             |
| Field-collected samples | This study did not involve field-collected samples.                                                                                                                                                                                                                                 |
| Ethics oversight        | The animal experiments in this study were performed in compliance with the Institutional Animal Care and Use Committees of the University of Michigan (PRO00008877, Lyssiotis) and the University of California, Irvine (AUP-20-102, Halbrook).                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                          |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Transduced cells were detached with Accutase (Thermo Fisher), pelleted through centrifugation, resuspended in FACS buffer (PBS+5%BSA, 0.5mM EDTA) then filtered through a 40µM cell strainer.                                                                                                                            |
| Instrument                | A BD FACSAria Fusion machine was utilized for FACS, an ACEA NovoCyte Quanteon for mitochondrial characterization.                                                                                                                                                                                                        |
| Software                  | FACSDiva (v8.0.1) software was used for the FACSAria, NovoExpress flow cytometry software (version 1.6.0) for the NovoCyte.                                                                                                                                                                                              |
| Cell population abundance | For FACS, GFP positive cells (~10% of live cells) were enriched from bulk transduced population, and verified to be a 99% GFP+ population post-sort. Singlet cells were used for mitochondrial characterization.                                                                                                         |
| Gating strategy           | For FACS, singlet cells were identified by forward and side scatter, then GFP expression used to define the sorting gates to isolate cells strongly expressing GFP, excluding the top 5% of brightest cells to achieve better uniformity of expression. For mitochondrial characterization, singlet cells were analyzed. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Differential integrated stress response and asparagine production drive symbiosis and therapy resistance of pancreatic adenocarcinoma cells
**Source:** Nat Cancer. 2022 Nov 21;3(11):1386–403. doi: 10.1038/s43018-022-00463-1
**Supplement:** Source Data Fig. 4 — Unprocessed western blots.

Figure 4A

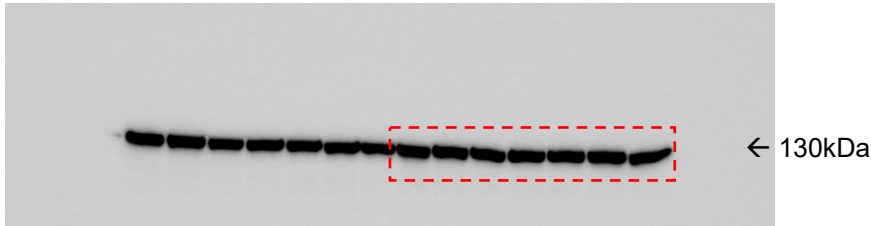

Anti-Vinculin

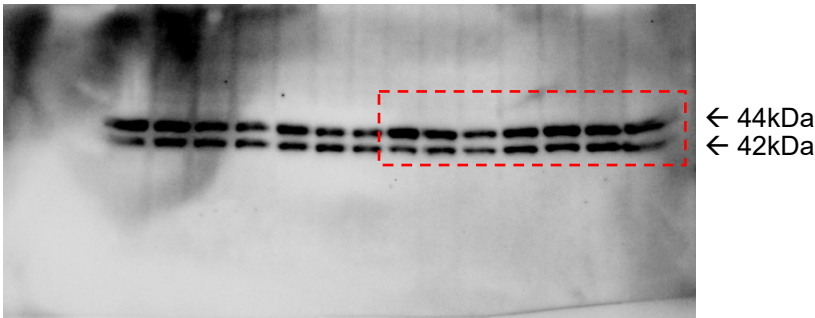

Anti-MAPK (ERK)

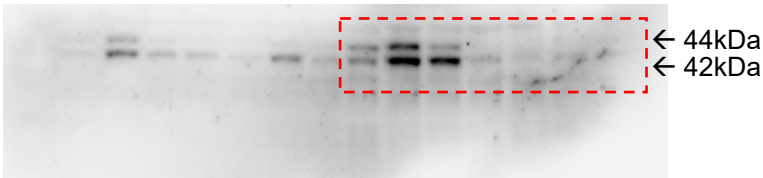

Anti-phospho-MAPK (pERK)

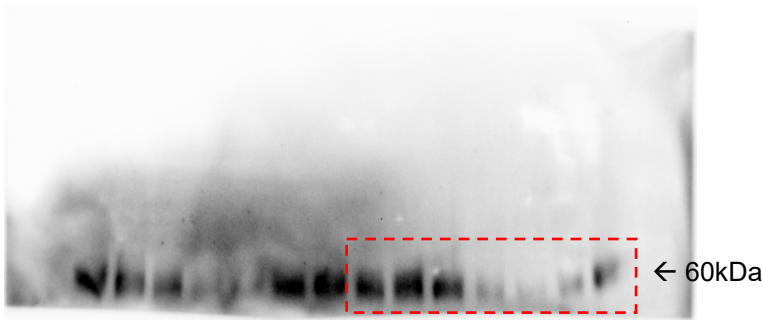

Anti-c-Myc

Figure 4C

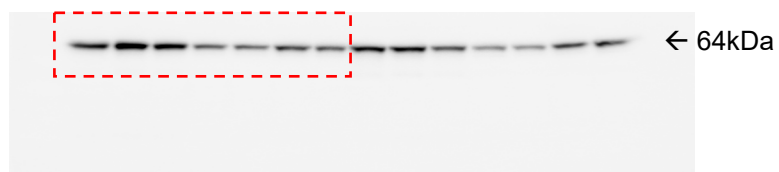

Anti-ASNS

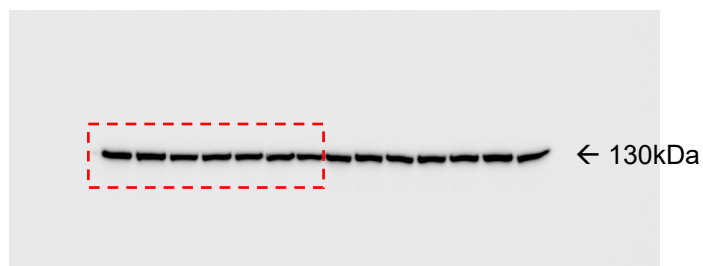

Anti-Vinculin

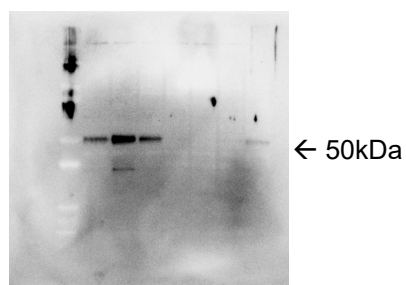

Anti-ATF4

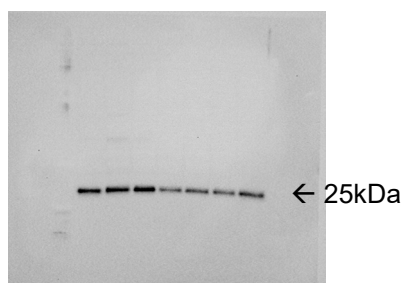

Anti-PSPH

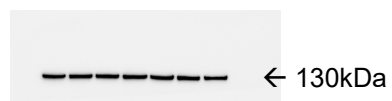

Anti-Vinculin

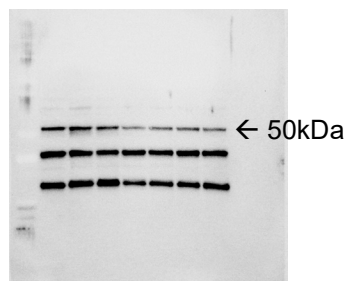

Anti-SHMT2

Figure 4E.

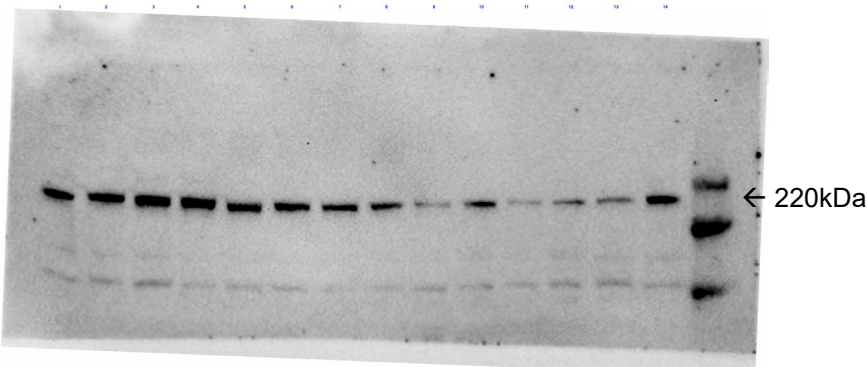

Anti-pGCN2

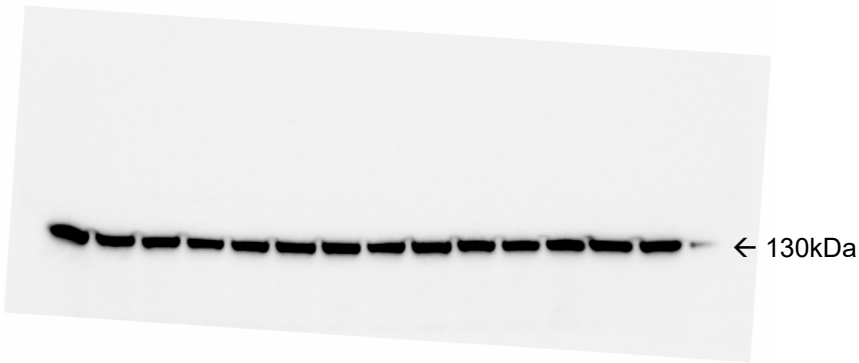

Anti- Vinculin

# Supplementary material for: Differential integrated stress response and asparagine production drive symbiosis and therapy resistance of pancreatic adenocarcinoma cells
**Source:** Nat Cancer. 2022 Nov 21;3(11):1386–403. doi: 10.1038/s43018-022-00463-1
**Supplement:** Source Data Extended Data Fig. 6 — Unprocessed western blots.

Ex. Data Figure 6b

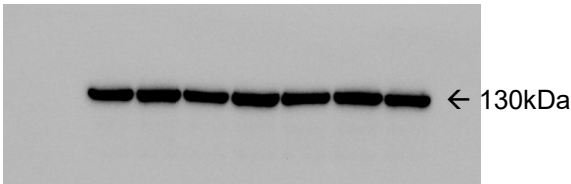

Anti-Vinculin

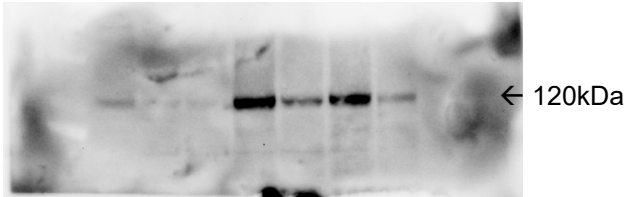

Anti-HIF1a

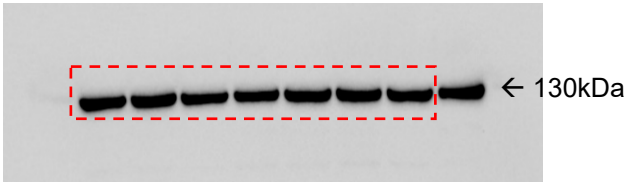

Anti-Vinculin

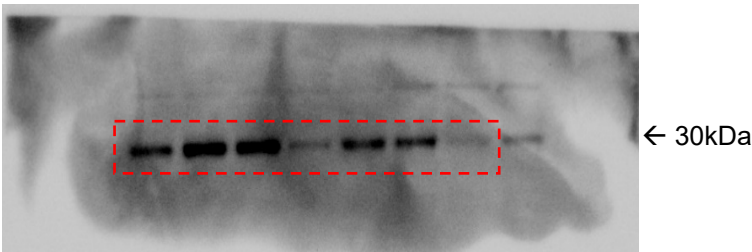

Anti-Slug

Ex. Data Figure 6c

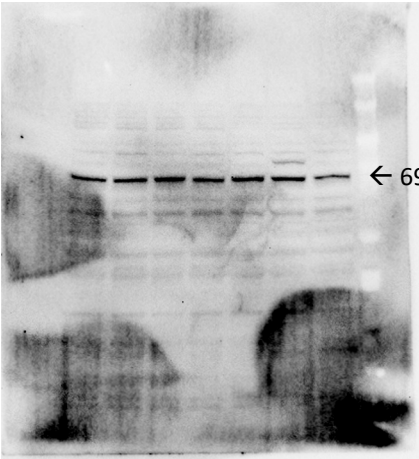

Anti p-PKR

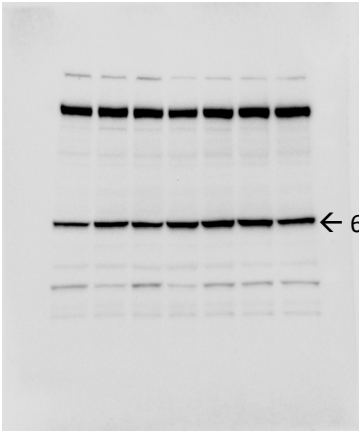

Anti PKR

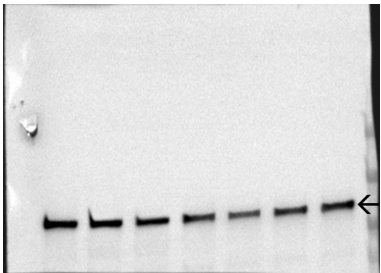

Vinculin

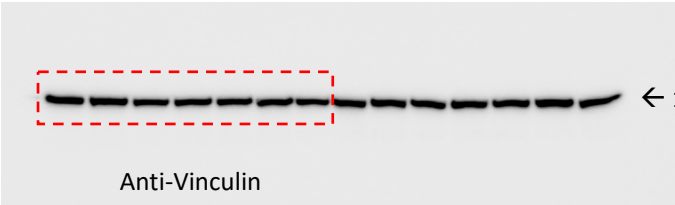

Anti-Vinculin

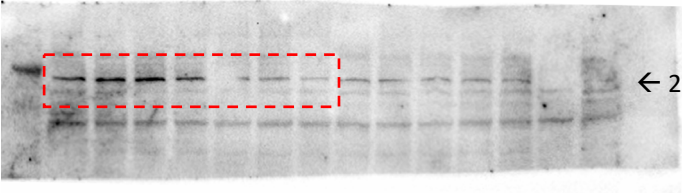

Anti-pGCN2

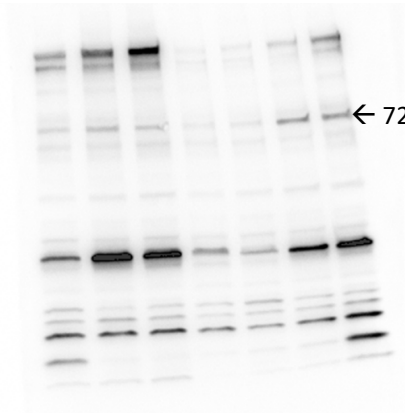

Anti HRI

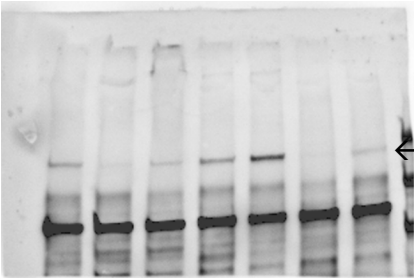

p-PERK

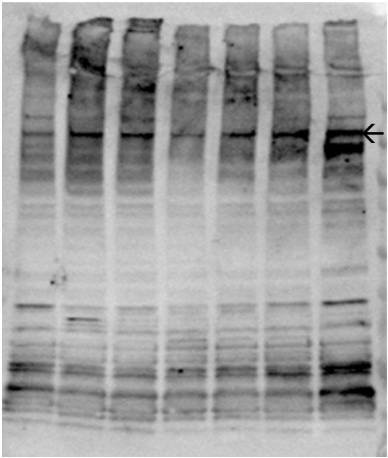

PERK

## Ex. Data Figure 6d

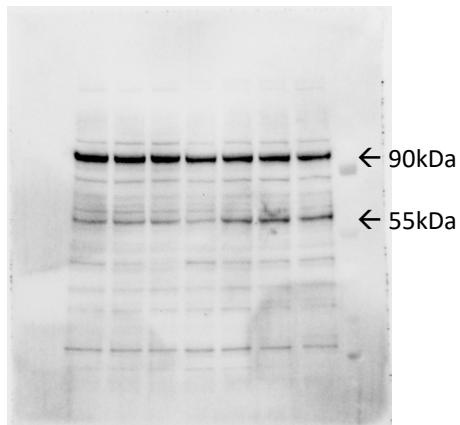

Anti-ATF6

Full-length at 90kDa

Cleaved product at 55kDa

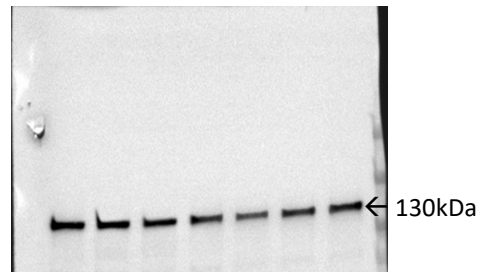

Anti-Vinculin

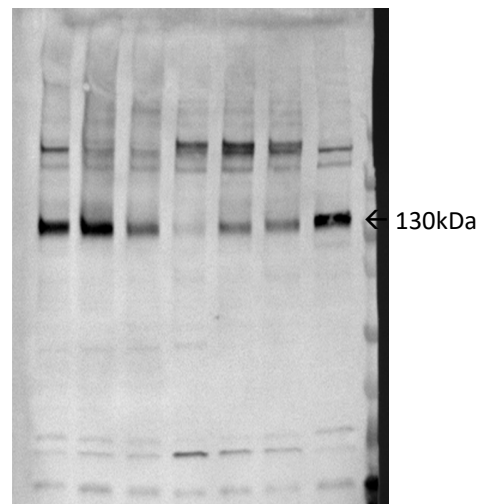

Anti-IRE1α

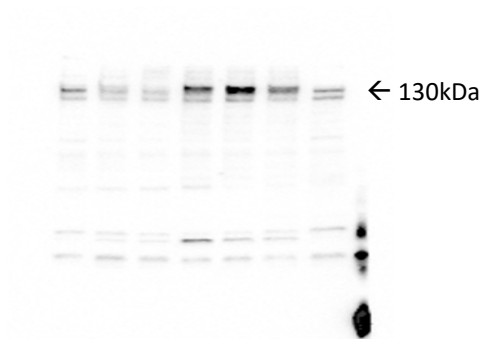

Anti-pIRE1α (S724)

## Ex. Data Figure 6e

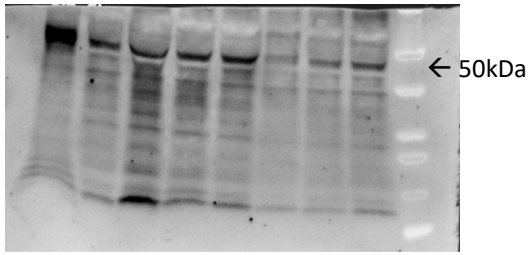

Anti-ATF4

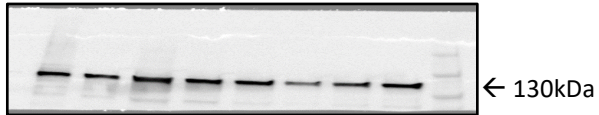

Anti-Vinculin

How the deposited data were processed for this re-analysis (not part of the article)

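RNA sequencing of 8 mouse pancreatic tumor lines was analysed: 7 clones isolated from KPC tumors, which the paper assigns to group 1 (E, H and V) or group 2 (K, M, N and T), and the KPC1 line, which it assigns to neither and which was left out of the comparison of the groups. Each line had 4 libraries from mono-culture and 4 from tumor cells sorted by green fluorescence after 48 h of coculture with fibroblasts, 64 libraries in all. The labels do not say whether the mono-cultures were sorted as well. Samples were grouped by the clone and culture in their labels and by the paper's assignment of clones to groups. All 64 libraries were mapped, and no column of the tables was left unused.

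The authors deposited 2 tables. The first holds whole numbers of reads counted on each of 39017 genes, without normalization, and the second holds RPKM values that the authors computed for 49585 genes, with 37797 genes in both. The paper's text does not name the aligner, the genome build or the annotation behind them. Each RPKM column was most highly correlated with the count column of the same library, the lowest r being 0.9939 over 7760 genes. No count was seen in any library for 13527 genes. Positions were taken from GENCODE M21 on GRCm38, which holds 37607 of the gene identifiers in the count table and 99.8% of the counts.

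Library totals were between 11178721 and 21333683 counts. At the summed depth of 4 libraries, 3 counts, taken as the floor, were under 0.1 CPM, so counting error was small beside the spread between clones. Libraries of one clone and culture differed by more than counting noise, with a chi-square per gene between 4.74 and 71.81 over 96 pairs of libraries. The highest r of each library with any other was at least 0.981 and always with a library of the same clone and culture.

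The comparison of the groups used the counts of mono-culture libraries summed over the 4 libraries of each clone, 3 sums against 4. The test was edgeR's quasi-likelihood test after TMM normalization and filterByExpr, with Benjamini-Hochberg adjustment and a threshold of 0.1, the paper's. The coculture response was tested on 14 sums with the clone as a covariate, and the difference in response between the groups as the interaction of group and culture. Expression is given as CPM, and log2 CPM was computed with a prior count of 0.5.

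Gene lists were tested with camera at a preset correlation of 0.01 and called with a p-value under 0.1 and an adjusted p-value under 0.25 over 11 lists. The lists included MAPK output, EMT, epithelial genes, Myc targets 1 and 2, the integrated stress response (ISR), the unfolded protein response (UPR), glycolysis, oxidative phosphorylation and hypoxia. They were written by hand after hallmark sets and well-known targets and were not checked against the hallmark collection, which was not used here. A list of 20 fibroblast markers was written the same way. 1 of the 11 lists and a few genes are not reported here. Scores of single clones were compared by two-sided exact permutation tests over the 35 ways to part the 7 clones into 3 and 4, and 64 swaps of the cultures within clones were used for the coculture response.

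Genes were named by a rule: the 27 genes that the paper names, up to 5 genes in each direction past the threshold between the groups, up to 3 in each direction for the coculture response and for the interaction, and the members of a list with the smallest p-values. Genes outside the rule are named as chosen after their values were seen.

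The groups, the gene and list tests that compare them, the gene lists, the naming rule and the alternatives were chosen before the data were examined, except for the alternative with a correction for GC content in the coculture response, which was chosen after its result was seen. Of the tests of technical explanations, those of GC content, of the genes that fell in coculture, of single mislabelled libraries and of the splits of the clones at an unadjusted p-value under 0.05 were chosen after the result was seen, and the slope within lines for the ISR list was chosen after the correlation over lines had proved inconclusive. The alternatives were DESeq2 and RLE normalization in place of edgeR with TMM, libraries as separate replicates with and without blocks or the sample sheet, sheet A alone, other filters, the coculture libraries, limma on log2 RPKM with pseudocounts of 1 and 0.1, leaving out each clone and each replicate number, a threshold of 0.05, and other list tests. Preranked enrichment used fgsea with lists of 15 to 500 genes and 10000 permutations. The sample sheets were inferred from the sample numbers in the labels.

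The test of the groups was tested on simulated data with 14829 genes, 200 of them changed by 2 on the log2 scale, in 3 against 4 samples. With the dispersion seen between libraries of one clone divided by 4, 97.5% of the changed genes were recovered. With the dispersion seen between clones of one group, 57% were. Of the genes called, 12.9% and 15.6% were false. With 100 genes per list, 10 of 10 lists shifted by 0.5 were called and 0 of 10 lists without a shift, at a p-value under 0.1 alone. The simulated genes varied independently, so these counts cannot show how often the list test makes false calls among correlated genes.

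The tools were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.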

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

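The tests of the genes that fell in coculture and of GC content were chosen only after the result was seen. Dixon's test for an outlying sample was applied to 72 groups of 4 to 10 samples, where chance gives 3.6 groups past the critical value at 1 in 20, and 2 groups were past it. That is no more than chance gives.

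The coculture libraries of KPC1 held one low total, 11178721 counts in replicate 2 against 16016171 to 16755693 in the other 3. The gap was 0.867 of the range, above the 95% critical value for 4 samples. No biological explanation was tested for a library total, and KPC1 entered no comparison of the groups. Adding KPC1 to the coculture response gave 8013 genes in place of 7801.

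Muc1 in the group 2 clones in mono-culture was at 5.10 CPM in clone K and between 2.34 and 2.62 CPM in M, N and T, a gap of 0.899 of the range. The 4 mono-culture libraries of K are all on sheet B, as are 1 of the 4 of M and 2 of the 4 of T. A sheet effect shared by the clones would raise M and T above N, which has all 4 libraries on sheet A. Muc1 was at 2.62 CPM in M and 2.34 CPM in T, against 2.45 CPM in N. These values argue against such an effect as the cause for Muc1. An effect of the sheet on clone K alone cannot be told apart from the clone. The difference between K and the other clones was not tested further.

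The paper's text names no result as coming from the coculture libraries with fibroblasts, although it does not say which culture entered its comparison. These libraries differed widely from mono-culture. With each clone as its own control, 7801 of 14523 genes passed an adjusted p-value of 0.1, 3944 higher and 3857 lower in coculture, and 4482 of them changed the same way in all 7 clones. Swapping the cultures within clones gave as many genes in 1 of the 64 possible swaps, the real one. The next largest count was 5472, with clone K swapped, and the third was 58, with clone H swapped. Their numbers at an unadjusted p-value under 0.05 lay closer together, 7671, 6094 and 3925. A trend over GC content does not explain the count, since 7717 genes passed with that trend removed, 7429 of them among the 7801.

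Of 20 fibroblast markers, 4 were at 1 CPM or less in every line in mono-culture and at 1 CPM or more on average in coculture: Dcn, Fap, Postn and Thy1. The other 16 were above 1 CPM in at least 1 line in mono-culture or stayed under 1 CPM in coculture, and in mono-culture Fn1 and Sparc were at up to 9760 and 1220 CPM. Of the collagens, Col1a1 was between 2.59 and 31.5 CPM in mono-culture and between 166 and 346 CPM in coculture, and Col3a1 between 7.28 and 73.5 CPM in mono-culture and between 178 and 485 CPM in coculture. The genes with the largest rises in coculture under the naming rule were Thy1, Postn and Hoxb9, with at most 0, 3 and 0 counts in any clone in mono-culture. Against the floor of 3 counts, Thy1 was at least 122-fold higher in every clone, Postn at least 956-fold and Hoxb9 at least 67.7-fold. The falls included those of Tmigd1 (log2 fold change −4.07) and Gm17322 (−3.77). Both were near the floor in mono-culture in clones H and V, so their falls rest on the other clones. Tmigd1 was at 0.0321 CPM in H and 0.0457 CPM in V, and Gm17322 at 0.112 CPM in H and 0.0304 CPM in V.

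A candidate explanation for the rise of the 4 markers is RNA from fibroblasts among the sorted cells. If so, they should vary together between libraries of one line. Their mean pairwise correlation over 32 coculture libraries, taken as deviations from the line means, was 0.783, and 0 of 1000 random sets of 4 genes with similar levels reached it (median −0.0119, highest 0.455). Carried-over fibroblasts or their free RNA could give this, and a change in the tumor cells that varies between dishes stays open. The same RNA does not account for the genes that fell. Of the genes past the threshold, 619 fell by more than 1 on the log2 scale, and 747 rose by more than 1. Added RNA would lower all transcripts that fibroblasts lack by one shared factor, and a fall of that size would need fibroblasts to give most of the RNA. A response of the tumor cells to fibroblasts is therefore a hypothesis for these genes, found and tested on the same data, and a difference in sorting between the cultures is untested.

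The response to coculture differed between the groups for 2 genes at an adjusted p-value under 0.1 by the interaction of group and culture, and 1236 genes had an unadjusted p-value under 0.05. Adamts9 (chromosome 6 of GRCm38, 92772699 to 92943492) had an interaction of −1.549 on the log2 scale (standard error 0.15, adjusted p = 0.0658 from edgeR). It fell by 2.06 in clone E, 1.68 in H and 2.02 in V, and changed by −0.472 in K, −0.107 in M, −0.432 in N and −0.331 in T. Pgm5, which falls outside the naming rule and was chosen after its values were seen, had an interaction of −4.444 (standard error 0.53, adjusted p = 0.0736 from edgeR) at a mean of 1.7 CPM. It rose by between 1.34 and 4.28 in the group 2 clones but also by 2.11 in clone E, and fell by 0.729 in H and 0.532 in V. The interaction of Adamts9 stayed between −1.681 and −1.481 with each clone left out, but both genes lost their place past the threshold without clone K, M, N or V, where 0, 1, 0 and 0 genes passed (1090, 673, 882 and 455 at an unadjusted p-value under 0.05); the gene without M was Zfp503. Without clone H, 3 genes passed (Tspan6, Adamts9 and Prkd1), without T 18, and without E 178. As many genes or more passed in 7 of the 35 splits of the clones into 3 and 4, the highest count being 242, so a chance assignment of clones to groups could give this count.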

How the results depend on the processing

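Every fit below recomputed the results with one choice changed. For the changes listed, the cause was not tested, except where fewer clones or libraries were used. The GC correction was chosen after seeing the data and kept the coculture count within 1.5 times.

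The number of genes between groups 1 and 2, 0 with the clone as the replicate, was 157 with DESeq2 on the clone sums, 4111 with 28 libraries as separate replicates, 3804 with the replicate block, 5085 with DESeq2 on 28 libraries and 4233 with the sample sheet as a covariate. It was 3 within sheet A (Cd34, Cd27 and Gstt1), where fewer libraries were used, and 1 with no filter, 1 with the coculture libraries and 1 with both cultures summed (Cd34 each time). It ran from 0 to 346 across the fits that each left out a clone or a replicate number, the highest without clone E; 3 passed without K, 1 each without H (Tspan6), M (Zfp503), V (Gm1673) or replicate 3 (Cd34), and 0 without N or T or the other replicates, with between 612 and 972 genes at an unadjusted p-value under 0.05. RLE normalization, a mean of at least 1 CPM, limma on both scales of log2 RPKM and a threshold of 0.05 left it at 0, with 866, 696, 1310 and 1345 genes at an unadjusted p-value under 0.05 in the first 4 and 874 in the last.

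The replicate number as a block assumes that equal numbers mark one batch. Deviations of libraries with equal numbers in different clones had a median r of 0.124 (lowest −0.206, highest 0.507, over 0.1 in 46 of 84 pairs), against −0.049 for other numbers, so the libraries share a number and a weak common part.

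The epithelial list and Myc target list 1 kept their direction in all fits, the epithelial list losing its call with fry (−0.58) alone and Myc target list 1 with fry and the estimated correlation alone (0.166 in both). With fry and with the estimated correlation, EMT (0.237), Myc target list 2 (0.129) and oxidative phosphorylation (0.11) also lost their calls. Myc target list 2 lost its call with 28 libraries (0.108), the replicate block (0.109), DESeq2 on 28 libraries (0.123), the sheet covariate (0.0299), sheet A (0.0988), a mean of at least 1 CPM (0.117) and preranked enrichment on all genes (a score of 1.08). The replicate block turned hypoxia to 0.0317, and sheet A brought the UPR (−0.18) and glycolysis (−0.322) to a call. The sheet covariate called the UPR (−0.195) and glycolysis (−0.241) and lost the call of oxidative phosphorylation (0.0677). The UPR was also called with 28 libraries (−0.101), with DESeq2 on 28 libraries (−0.0969) and with preranked enrichment on all genes (a score of −1.53), where hypoxia turned positive without a call (a score of 0.907). In the coculture libraries, MAPK output (−0.0123), the ISR (0.535), the UPR (0.23) and hypoxia (0.0494) reversed, and EMT (0.0285) lost its call. There the ISR (adjusted p = 1.31e-05 from camera) and the UPR (adjusted p = 0.0945 from camera) were called higher in group 1. The groups overlapped in mean library scores, however. The ISR was at 1.523 in N and 1.604 in T of group 2, above E (1.332), H (1.336) and V (1.421). K (−0.416) and M (−0.372) were the lowest of the 7 clones. For the UPR, N (0.618) was the highest of them. With both cultures summed, the ISR was called higher in group 1 (0.265, adjusted p = 0.000939 from camera), MAPK output (−0.0677) and the UPR (0.0902) reversed without a call, and EMT (0.0608) lost its call. With limma on log2(RPKM + 1) and log2(RPKM + 0.1), the ISR (0.09 and 0.106), glycolysis (0.0197 and 0.0313) and hypoxia (0.00988 and 0.109) reversed without a call. Preranked enrichment on the DESeq2 genes could not be run for MAPK output, the epithelial list and Myc target list 2, which had fewer than 15 genes there.

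Across the fits that each left out a clone or a replicate number, medians ran from −0.0678 (without H) to 0.195 (without V) for MAPK output, from 0.0615 (V) to 0.337 (E) for EMT, and from 0.00594 (M) to 0.291 (N) for Myc target list 2. They ran from −0.375 (M) to 0.379 (N) for the ISR, from −0.229 (K) to 0.0728 (N) for the UPR, from −0.291 (K) to −0.000541 (N) for glycolysis, from 0.0591 (V) to 0.145 (H) for oxidative phosphorylation, and from −0.277 (E) to 0.201 (N) for hypoxia. Calls were lost for EMT without H or M, for Myc target list 2 without E, K, M or replicate 2, and for oxidative phosphorylation without E, K or replicate 2. Calls were gained for MAPK output and hypoxia without N, for the ISR without M or N, for the UPR without H, K, M or replicate 1, and for glycolysis without K.

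The coculture count stayed within 1.5 times of 7801 in all 15 alternatives, from 6374 to 9548 genes. The number of genes whose response differed between the groups, 2, was 193 with DESeq2, 3628 with the replicate block, 5 with no filter (Kif1a, Adamts9, Zfp503, Ccnjl and Pgm5, the 3 besides Adamts9 and Pgm5 being chosen after their values were seen), 0 with a threshold of 0.05 (1236 at an unadjusted p-value under 0.05), and from 0 (K, N or V) to 178 (E) across the fits that each left out a clone. Adamts9 kept its direction in all of them and was no longer past the threshold without K, M, N or V.

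Single genes named in the text gave 819 values over 37 genes under the alternatives: 711 kept direction and side of the threshold, 53 passed it, 4 lost it and 51 reversed. With 28 libraries, Asns (−0.021) reversed. With the replicate block, Asns (−0.017) reversed. With DESeq2 on 28 libraries, Asns (−0.017) reversed. With the sheet covariate, Asns (−0.221) and Vcl (0.07) reversed. With sheet A, Asns (−0.149), Eif2ak2 (0.022) and Vcl (0.202) reversed. With a mean of at least 1 CPM, Asns (−0.005) reversed. With the coculture libraries, Atf4 (0.519), Psph (0.813), Shmt2 (0.391), Eif2ak3 (−0.051), Eif2ak2 (0.061), Ern1 (0.153), Mapk3 (−0.039) and Snai2 (0.624) reversed. With both cultures summed, Atf4 (0.28), Psph (0.513), Shmt2 (0.197), Eif2ak2 (0.017), Ern1 (0.041) and Snai2 (0.209) reversed. With limma on log2(RPKM + 1), Atf4 (0.098), Psph (0.12), Shmt2 (0.082) and Ldha (0.015) reversed. With limma on log2(RPKM + 0.1), Atf4 (0.099), Psph (0.181), Shmt2 (0.087) and Ldha (0.017) reversed. Across the fits that each left out a clone or a replicate number, the log2 fold changes ran for Asns from −0.321 to 0.842 (reversed without E, H, K, M, replicate 1, replicate 2). They ran for Atf4 from −0.351 to 0.377 (reversed without N), Psph from −0.419 to 0.426 (reversed without N, T), Shmt2 from −0.445 to 0.44 (reversed without N, V), Eif2ak4 from −0.142 to 0.032 (reversed without M). For Eif2ak2 they ran from −0.15 to 0.04 (reversed without E, K), Ern1 from −0.335 to 0.024 (reversed without N), Mapk3 from −0.153 to 0.317 (reversed without E), Vcl from −0.318 to 0.206 (reversed without K). In turn, for Snai2 they ran from −1.113 to 0.218 (reversed without N), Ldha from −0.402 to 0.252 (reversed without N), Cs from −0.039 to 0.178 (reversed without H).

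The depth limits the genes near the floor: Pgm5 averaged 1.7 CPM, and Tff1 had no count in mono-culture, which allows up to 3 counts per sum.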

Differences from the paper's values

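The paper gives no numeric values for its transcriptomic comparison in its text, so there is no pair of values to set side by side.

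The paper selects differentially expressed genes between groups 1 and 2 at an adjusted P value under 0.1 and runs gene set enrichment on them. With the clone as the replicate, 0 of 14829 genes passed that threshold here, and 874 had an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, those that passed genes were DESeq2 on the clone sums (157), the 28 libraries as separate replicates in edgeR (4111) and DESeq2 (5085), the same with the replicate block (3804) or with the sample sheet as a covariate (4233), and leaving out clone E (346). Sheet A alone and leaving out clone K gave 3 genes each (Cd34, Cd27 and Gstt1). Single genes passed with no filter, with the coculture libraries, with both cultures summed and without replicate 3 (Cd34 each time), and without clone H (Tspan6), M (Zfp503) or V (Gm1673). All of these single genes were chosen after their values were seen. RLE normalization, the filter at a mean of 1 CPM, limma on log2 RPKM with either pseudocount, the threshold of 0.05, and leaving out clone N or T or replicate 1, 2 or 4 gave 0 genes, with between 612 and 1345 genes at an unadjusted p-value under 0.05.

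The paper states that EMT and Myc signaling were enriched in group 1. The hand-written lists were on the side of group 1, with median log2 fold changes of 0.237 for EMT, 0.166 for Myc target list 1 and 0.129 for list 2, and all 3 were called by camera with a preset correlation. None was called with an estimated correlation or with fry. In the coculture libraries EMT was at 0.0285 and was not called, and with both cultures summed it was at 0.0608 and was not called. Fibroblast RNA in the coculture libraries was not tested as a cause of these smaller EMT values. The Myc lists were called in both settings and lay further to the side of group 1, at 0.28 for list 1 and 0.33 for list 2 in the coculture libraries and at 0.233 and 0.232 with both cultures summed.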

Other observations

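The tests of single mislabelled libraries and of the splits at an unadjusted p-value under 0.05 were chosen only after the result was seen. For the rise of the ISR list, the slope within lines was chosen after the correlation over 8 lines had proved inconclusive, and both are given.

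Clone E, of group 1, lay nearer to the group 2 clones than to H and V. The sample sheet does not account for it, since within sheet A alone its lowest r with a group 2 clone was 0.940 (M) against 0.899 with H and 0.893 with V. Single mislabelled libraries do not account for it either, since all 64 libraries had their nearest library in the same clone. A swap of whole clone names was not tested. A candidate explanation that remains is that the metabolic groups do not follow the main differences in RNA between the clones, and it was not tested further. Without clone E, 346 genes passed between the groups in place of 0 (2248 in place of 874 at an unadjusted p-value under 0.05).

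Every split of the clones gives at least the 0 genes of the real one, so the count past the threshold cannot set the real split apart from the other splits; the counts over the 35 splits had a median of 0 and a highest value of 684 for H, K and V against the others. At an unadjusted p-value under 0.05, 12 of the 35 splits gave at least the 874 genes of the real split, from 163 to 2826 with a median of 547. With the 28 libraries as separate replicates, 13 of the 35 splits gave at least the 4111 genes of the real split. The splits ran from 867 to 6680 genes with a median of 3073, so a chance parting of the clones could give as many genes. The sample sheet was tested as a cause of those genes: within sheet A, 99.8% of 4105 genes had the same sign, and the median ratio of their log2 fold changes to those with 28 libraries was 1.04. Sheet A libraries are part of the 28 and include none of clone K, so this agreement is not independent. Between the sheets, libraries of one clone differed over these genes by a median of 0.147 in H, 0.0871 in M and 0.135 in T, against a median absolute log2 fold change of 0.47 between the groups. Library size was tested too, and the shift within clones times the difference in totals gave −0.519% of the difference between the groups.

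For the lists, the number of the 35 splits with a camera p-value at least as small as that of the real split was 22 for MAPK output, 17 for EMT, 3 for the epithelial list, 9 for Myc target list 1 and 26 for list 2. It was 33 for the ISR, 27 for the UPR, 29 for glycolysis, 5 for oxidative phosphorylation and 35 for hypoxia. A chance assignment of the clones could thus give a p-value as small in at least 3 of 35 splits for each of these lists. The splits of the non-overlapping genes ran from 233 to 2526 with a median of 636, and 13 of the 35 held at least the 798 of the real split, which is 5.38% of the genes against 5.71% by chance.

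In mono-culture the lists outside the paper's transcriptomic claim had median log2 fold changes between groups 1 and 2 of −0.112 for the ISR (22 genes), −0.0866 for the UPR (24 genes), −0.087 for glycolysis (19 genes), 0.11 for oxidative phosphorylation (75 genes) and −0.0772 for hypoxia (20 genes). Only oxidative phosphorylation was called of these 5 (adjusted p = 0.0416 from camera in limma), and the call was lost without clone E (0.0807) or K (0.0699), without replicate 2 (0.0628), with the sample sheet as a covariate (0.0677, adjusted p = 0.279 from camera), with preranked enrichment on the DESeq2 genes, and with fry or an estimated correlation. No member of these lists passed an adjusted p-value of 0.1 over all genes or adjusted over the list alone. Members with an unadjusted p-value under 0.05 numbered 0, 3, 0, 2 and 0. The ISR median turned positive without clone N (0.379) or V (0.0136), and the list was called without M (−0.375) or N. The UPR median turned positive without N (0.0728) or T (0.01), and was called without H, K, M or replicate 1 (−0.158, −0.229, −0.173 and −0.121), with the sheet covariate (−0.195, adjusted p = 0.0151 from camera) and within sheet A (−0.18). Glycolysis was called without K (−0.291), with the sheet covariate (−0.241, adjusted p = 0.121 from camera) and within sheet A (−0.322), and was at −0.000541 without N. Hypoxia turned positive without N (0.201, called), V (0.0539) or replicate 4 (0.108). The fibroblast marker list, 13 genes tested, had a median of 0.351 in mono-culture with no member past the threshold and 3 at an unadjusted p-value under 0.05, and exact p = 0.314 between the scores of the groups.

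The paper measures the ISR in these clones by immunoblotting. In mono-culture RNA, Asns was at 144 ± 23.3 CPM (SD, n = 3) in group 1 and 143 ± 138 CPM (SD, n = 4) in group 2, a log2 fold change of 0.002 with a standard error of 0.74. The group 2 clones ran from 31.4 CPM (M) and 50.3 CPM (K) to 333 CPM (N), and group 1 from 118 to 161 CPM. The log2 fold change of Asns was 0.842 without N and −0.321 without M. Atf4 was at 453 ± 80.5 CPM in group 1 and 487 ± 304 CPM in group 2, Psph at 42.1 ± 6.33 and 46.0 ± 35.9 CPM, and Shmt2 at 197 ± 56.8 and 222 ± 169 CPM. In each of these 3 genes clone N was the highest and M the lowest of the 7 clones. Without N their log2 fold changes were 0.377, 0.426 and 0.440 in place of −0.112, −0.138 and −0.185. Of the genes that the paper names and that are reported here, 0 passed the threshold over all genes or adjusted over the paper's genes alone (smallest 0.850), 0 had an unadjusted p-value under 0.05, and Tff1 had no count in mono-culture.

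In coculture the ISR list rose, with a median log2 fold change of 0.975 over 22 genes (adjusted p = 5.16e-07 from camera and 0.00654 from fry, both in limma). Its median was above 0 in all 7 clones and in KPC1, from 0.391 in K to 1.863 in V. Asns rose by 1.40 (adjusted p = 0.00134 from edgeR), Psph by 1.15, Shmt2 by 1.12 and Atf4 by 0.64. The other lists with a rise that was called by both tests were EMT (0.445), Myc target list 1 (0.33), Myc target list 2 (0.551), the UPR (0.325), glycolysis (0.302) and hypoxia (0.375). Fibroblast RNA was not tested as a cause of the rise in these other lists.

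Fibroblast RNA could raise the ISR list in coculture. It would then have to rise with the level of the 4 fibroblast markers within a line, with a slope of 0.461 on the log2 scales. The slope over the 32 coculture libraries was 0.0476 (95% bootstrap interval −0.0937 to 0.158 from 10000 draws, permutation p = 0.497), below the needed value. In the single relation computed over the 8 lines, the rise of the ISR list against the marker level gave Pearson's r = −0.535 (exact permutation p = 0.175) and Spearman's rho = −0.214 (exact permutation p = 0.619). Without V and N, the lines farthest from the median marker level, r was 0.332, so the relation over lines rests on those 2. A response of the tumor cells to coculture and to sorting stays open.

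The rise of the ISR list was 1.345 ± 0.460 in group 1 and 0.646 ± 0.396 in group 2 (exact permutation p = 0.114, 0.418 adjusted over 11 lists), and the group difference was called by camera (0.79 over 22 genes, adjusted p = 7.91e-09 from limma) but not by fry (adjusted p = 0.268). Clone T of group 2 rose by 1.229, above E and H of group 1 at 0.984 and 1.188. Camera also called a response further to the side of group 1 for Myc target list 1 (0.101, adjusted p = 0.000721) and list 2 (0.229, adjusted p = 3.06e-06). It called the UPR on that side too (0.211, adjusted p = 1.63e-05), and EMT on the side of group 2 (−0.157, adjusted p = 0.00614). Fry called none of these. The MAPK output list changed by −0.355 ± 0.105 in group 1 and 0.023 ± 0.032 in group 2 (exact permutation p = 0.0286, the smallest these numbers allow, and 0.315 adjusted over 11 lists). All 3 group 1 clones fell, by 0.355 in E, 0.459 in H and 0.25 in V, and no group 2 clone fell as far. With 3 and 4 clones, 1 separated list among 11 cannot pass 0.25 after the adjustment, so these adjusted values do not exclude a difference. The group difference in the response of the MAPK output list was called neither by camera (−0.309 over 17 genes, unadjusted p = 0.101) nor by fry (adjusted p = 0.268). Between the groups within coculture, camera called Myc target list 1 (0.28, adjusted p = 6.36e-13), Myc target list 2 (0.33, adjusted p = 5.82e-07), the ISR list (0.535, adjusted p = 1.31e-05), oxidative phosphorylation (0.114, adjusted p = 0.0334) and the UPR list (0.23, adjusted p = 0.0945) higher in group 1 and the epithelial list (−0.387, adjusted p = 0.00453) lower. Mean library scores of the ISR list overlapped between the groups there, at 1.332 in E, 1.336 in H and 1.421 in V. Group 2 was at −0.416 in K, −0.372 in M, 1.523 in N and 1.604 in T.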
